# Adar-mediated A-to-I editing is required for embryonic patterning and innate immune response regulation in zebrafish

**DOI:** 10.1038/s41467-022-33260-6

**Published:** 2022-09-20

**Authors:** Katarzyna Niescierowicz, Leszek Pryszcz, Cristina Navarrete, Eugeniusz Tralle, Agata Sulej, Karim Abu Nahia, Marta Elżbieta Kasprzyk, Katarzyna Misztal, Abhishek Pateria, Adrianna Pakuła, Matthias Bochtler, Cecilia Winata

**Keywords:** Transcriptomics, Gastrulation, RNA editing, Innate immunity

## Abstract

Adenosine deaminases (ADARs) catalyze the deamination of adenosine to inosine, also known as A-to-I editing, in RNA. Although A-to-I editing occurs widely across animals and is well studied, new biological roles are still being discovered. Here, we study the role of A-to-I editing in early zebrafish development. We demonstrate that Adar, the zebrafish orthologue of mammalian ADAR1, is essential for establishing the antero-posterior and dorso-ventral axes and patterning. Genome-wide editing discovery reveals pervasive editing in maternal and the earliest zygotic transcripts, the majority of which occurred in the 3’-UTR. Interestingly, transcripts implicated in gastrulation as well as dorso-ventral and antero-posterior patterning are found to contain multiple editing sites. Adar knockdown or overexpression affect gene expression by 12 hpf. Analysis of *adar*-/- zygotic mutants further reveals that the previously described role of Adar in mammals in regulating the innate immune response is conserved in zebrafish. Our study therefore establishes distinct maternal and zygotic functions of RNA editing by Adar in embryonic patterning along the zebrafish antero-posterior and dorso-ventral axes, and in the regulation of the innate immune response, respectively.

## Abstract (web summary)

Additional roles for A-to-I editing of RNA continue to be uncovered. Niescierowicz et al. report prevalent A-to-I editing in the zebrafish transcriptome, and the distinct maternal and zygotic functions of the editing enzyme Adar in embryonic patterning and in the regulation of innate immune response, respectively.

## Introduction

RNA editing is a phenomenon of post-transcriptional alteration of transcript primary sequence^1^. Its most common form is the A-to-I editing, in which adenosine (A) at the C6 position is deaminated, giving rise to an inosine (I)^2,3^. As inosine pairs like guanine with tRNAs, A-to-I editing has the potential to alter the coding capacity of mRNAs, in some cases with drastic biological consequences^4,5^. However, because of a prevalence of A-to-I editing in double-stranded RNA regions, most editing events do not affect the coding capacity of the genome.

A-to-I editing occurs widely in animals, from the earliest-diverging eumetazoan phyla to man^6,7^. In vertebrates^8^ and invertebrates^9^, A-to-I editing prevents autoimmunity that is triggered by endogenous dsRNA^10–12^. Another recurring theme of A-to-I editing is its role in the brain. In the mouse and zebrafish, editing of the GluR2 transcript is important for normal development of the nervous system^5,13,14^. In the fruit fly, perturbed A-to-I editing causes behavioral phenotypes^15^. In certain ant species, it determines caste-specific behavior^16^. In the squid nervous system, extensive A-to-I editing is more prevalent in the giant axon system compared to the cell body, indicating region-specific editing within a neuron cell^17,18^. In human and mouse, A-to-I editing contributes to germline integrity, by preventing the spread of Alu^19–21^ and SINE elements^22^, respectively. Higher editing prevalence in zebrafish testis and ovary compared to other organs^23^ may hint to a role of A-to-I editing for germline integrity in non-mammalian vertebrates. However, to our knowledge, there is no evidence for this role in invertebrates yet.

A-to-I editing is catalyzed by adenosine deaminases (ADARs)^3^. Most vertebrates have three paralogues that have arisen prior to vertebrate radiation, and can therefore be expected to have biochemically similar functions and substrate preferences^3,24^. Apart from a C-terminal deaminase domain, all ADARs have at least two, and in some cases three double-stranded DNA (dsDNA) binding domains. ADAR1 additionally has a Z-DNA-binding domain (ZBD) at the amino-terminal end of the protein that is missing from the other deaminases^25^. Among the ADAR paralogues, only ADAR1 and ADAR2 are active, whereas ADAR3 has an inactive catalytic domain and appears to fulfill its biological role in the absence of catalytic activity^26,27^.

In mammals, ADAR1 and ADAR2 are widely expressed, whereas ADAR3 is only expressed at low levels in the brain^3^, particularly in the amygdala and hypothalamus^26^. The majority of A-to-I editing is performed by ADAR1 and prevents dsRNA mediated autoimmunity^11^. ADAR1/Adar1 occurs as two isoforms, known as p110 and p150^28^. Both share the deaminase domains, the dsRNA-binding domains, and one Z DNA-binding domain. Additionally, p150 possesses a second Z DNA-binding domain at the N-terminal end^29^. Mice with a homozygous knockout of either both isoforms or only the p150 isoform cannot complete embryonic development. They die between embryonic day 11.5 and 12.5 from failed erythropoiesis and fetal liver disintegration^30,31^, presumably due to stress in these cells^32^. At the molecular level, Adar-mediated RNA editing was shown to regulate innate immune response by maintaining basal levels of A-to-I editing on self-RNA to prevent it from being recognized as viral RNA^33,34^. In contrast to *Adar1* null mice, *Adar2* mutant mice can complete embryonic development, but die subsequently from seizures, within 3 weeks of birth^5^. Remarkably, this phenotype depends on a single editing event in the GluA2 AMPA receptor transcript. Even though multiple transcripts in the brain are edited^4^, a point mutation in the GluA2 transcript suffices to suppress the Adar2 null phenotype. In humans, ADAR2 is associated with epilepsy, neurodegeneration, and autism^35^.

In zebrafish, almost all data about A-to-I editing are descriptive. In contrast to most other vertebrates, which have three ADAR paralogues, zebrafish have four, due to a duplication of the ADAR2 ortholog into *adarb1a* and *adarb1b*. In the following, we use the official zebrafish nomenclature: *adar* for adar1, *adarb1a* for *adar2a*, *adarb1b* for *adar2b*, and *adarb2* for *adar3*. Transcripts for *adar*, and to a lesser extent *adarb1b*, are highly abundant during the first few hours of development. Transcripts of the other adenosine deaminase genes are scarce or absent during the first few hours. Although they are eventually expressed later on, the transcript levels remain lower than those of *adar* and *adarb1b* throughout development. Sequencing data suggests that editing in transcripts from repetitive genomic elements is pervasive in the first few hours of development, before the maternal to zygotic transition, and much less pronounced in later developmental stages^23^. Editing in coding regions of genes sets in only later, roughly one day after fertilization. In adult organs, *adar* was most highly expressed in testis and heart, whereas *adarb1a* was highly expressed in heart and brain. Overall A-to-I editing was most pervasive in testes and ovaries^23^. In contrast to the detailed information about the occurrence of editing, very little is known about functional consequences. It is known from earlier work that editing of GluR2 is conserved in zebrafish and is essential for normal development of the nervous system and cranial neural crest cells^14^. However, it is unclear how conserved the role of A-to-I editing is otherwise, particularly for the early stages of development that differ greatly between mammals and zebrafish.

Here, we explore the role of A-to-I editing in early zebrafish embryos, focusing on the most highly expressed *adar*. Knockdown and overexpression experiments revealed that maternal *adar* is essential for zebrafish development, particularly during the earliest steps of anteroposterior and dorsoventral patterning, and that this function is dependent on an intact deaminase domain. Transcriptome analysis uncovered prevalent A-to-I RNA editing during early embryogenesis, which affects transcripts known to play a role in gastrulation as well as dorsoventral and anteroposterior patterning. *adar* knockout experiments further demonstrated a role of Adar in the regulation of innate immune pathway—a function which is conserved with that in mammals.

## Results

### Adar and Adarb1b are expressed during zebrafish development

To determine whether A-to-I editing activity exists during embryonic development, we revisited our transcriptome data^36^ to check whether the enzymes responsible for A-to-I editing were expressed. In agreement with other recently published data^23^, we detected transcripts of at least two deaminase paralogs, *adar* and *adarb1b*, from egg to 5.3 hpf (Fig. 1a). Transcripts of these two paralogs were present both maternally as well as zygotically, with *adar* being more abundant (more than 4-fold compared to *adarb1b* at each developmental stage). Moreover, we found that transcripts of both paralogs were consistently associated with polysome, starting from the egg stage up to 5.3 hpf (Fig. 1b). This finding suggests that these transcripts are constantly undergoing translation at developmental stages preceding and after the activation of zygotic genome^36^. The observation that both paralogs were already expressed, and their transcripts associated with polysomes at egg stage suggests that RNA editing events occur prior to fertilization and may be crucial for early development. Interestingly, a substantial increase in *adar* expression occurs after the mid-blastula transition (MBT), suggesting that the role of this gene extends beyond the period of transcriptional silence in early embryogenesis (Fig. 1a). At larval stage, the expression of both gene paralogs was not spatially restricted although more abundant in the nervous system of the developing embryo as shown by whole mount in situ hybridization of *adar* (Fig. 1c, d) and *adarb1b* (Fig. 1e, f) in 24 hpf zebrafish embryos.

**Fig. 1:**
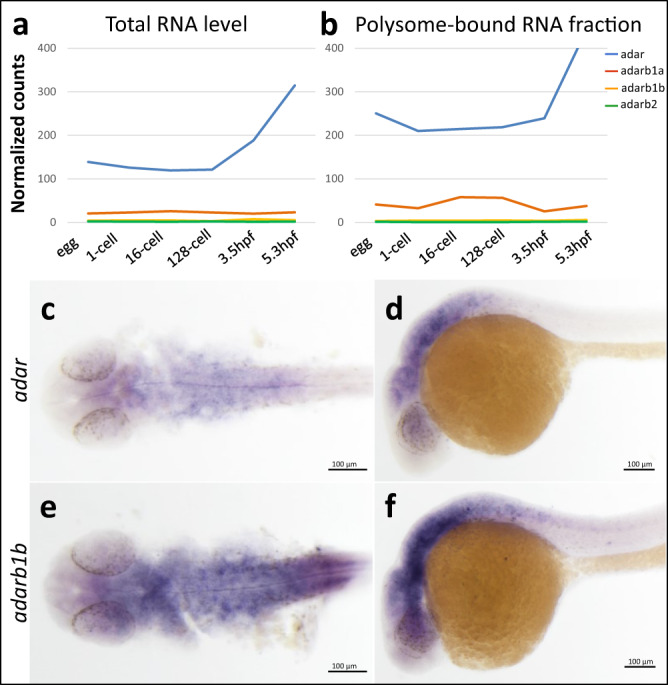
Spatiotemporal expression pattern of Adar family genes in zebrafish. **a** Expression of zebrafish *adar* family based on transcriptome profiling of developing embryos (RNA-seq)^53^. Expression levels are plotted for developmental stages: egg, 1 cell, 16 cells, 128 cells, 3.5 hpf, and 5.3 hpf. Levels of **a** total RNA and **b** polysome-associated RNA of four zebrafish *adar* paralogs are given. Whole mount in situ hybridization shows expression pattern of *adar* (**c**, **d**) and *adarb1b* (**e**, **f**) in 24 hpf zebrafish embryos. Each experiment was performed three times on embryos from three independent mating pairs with similar results. Source data are provided as a Source data file.

### Adar editing activity is required for embryonic patterning

To investigate whether Adar plays a biological role in early zebrafish development, we used morpholino oligonucleotides (MO) to knockdown Adar, the highest expressed among all zebrafish ADAR paralogs (Fig. 1a). Adar MO-injected embryos developed a range of phenotypes which is initially evident at gastrulation and subsequently observed to affect posterior body axis by 24 hpf (Fig. 2a–c, h). The most severe phenotypes manifested in a lack of almost all posterior structures and crooked body axis (Fig. 2c). In addition, the notochord in morphant embryos was disorganized, with unevenly shaped and distributed vacuoles instead of the neat “stack of coins” arrangement in wild-type (Fig. 2b, c). This abnormal MO phenotype was dose dependent and could be rescued with the wild-type *adar* mRNA, in which an increased percentage of embryos appeared normal or exhibited mild phenotype with proper body axis organization and tail length (Fig. 2d, h; Supplementary Fig. 1). On the other hand, knockdown with up to 2 ng of MO against Adarb1b, which was expressed at a lower level in the early embryo, did not result in any observable phenotype (Supplementary Fig. 1). To verify whether the biological role of Adar depends on its RNA editing activity, we generated *adar* mRNA E1030A designed after a similar construct in mammals^37^, in which the deaminase domain was mutated (Supplementary Fig. 1). The E1030A mRNA was unable to rescue MO-induced phenotype in developing embryos, resulting in comparable number of abnormally developed embryos with severe posterior axis defects to that of MO-injected larvae (Fig. 2e, h). This suggests that a functional deaminase domain, catalyzing the A-to-I editing in dsRNA, is essential for early embryonic development. These results strongly suggest that the A-to-I editing activity of Adar is necessary for the specification of early embryonic axes.

**Fig. 2:**
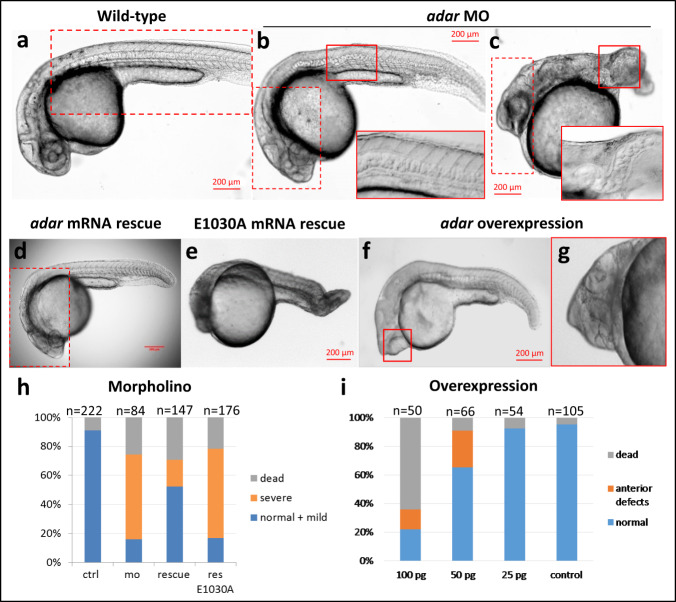
Phenotypic defects at 24 hpf caused by *adar* knockdown and overexpression. **a** Wild-type (**b**, **c**) Adar MO-injected embryos develop abnormal phenotype in the posterior part with disturbed body axis, shortened tail and crooked, disorganized notochord. **d** MO phenotype can be fully rescued with wild-type mRNA injection. **e** Mutant *adar* mRNA E1030A with inactivated editing domain could not rescue the malformed phenotype. **f**, **g** Phenotype defects caused by *adar* mRNA overexpression. The anterior defects, including cyclopia and head malformations are mRNA dose dependent. Inset marked by red boxes denotes overlaid identical image taken at different focal plane. Observation was performed on embryos from four independent adult pairs with similar results. **h**, **i** Injection statistics of Adar MO, rescue, and mRNA overexpression. Source data are provided in the Source data file.

Whereas Adar MO affected the development of the posterior part of the body, *adar* mRNA overexpression caused significant abnormalities of the anterior part, which include anomalous eye development, most often manifested in cyclopia, deformed cranium, and reduced or absent brain compartment, particularly at the anteriormost region (Fig. 2f, g, i). These defects were most prominently observed with 50 pg injection of mRNA. The effect of *adar* mRNA overexpression was dose dependent with a 64% mortality for the 100 pg of injected mRNA, 9% for 50 pg and 7% for 25 pg (compared to wt which had 5% mortality). Overexpression of the E1030A mRNA did not lead to an abnormal phenotype, further confirming that the function of Adar is deaminase-dependent (Supplementary Fig. 1B). Collectively, our results show that Adar plays a key role in the earliest steps of embryonic patterning.

In order to characterize the observed morphological defects of Adar loss- and gain- of function in more detail, we assessed the expression of several marker genes indicating various embryonic structures. The most prominent phenotype of Adar disruption is that of the development of structures along the anteroposterior axis. In order to characterize the effect of Adar loss- or gain-of function on the development of anterior embryonic structures, we utilized the expression of *pax6* and *tbx2b* to collectively indicate the forebrain, midbrain, and hindbrain, anterior spinal cord, dorsal retina, and otic vesicle (Fig. 3a, d, g, j)^38,39^. In *adar* morphants where morphological defects were predominantly observed in the posterior region, these anterior structures were preserved and appeared similar to wild-type in terms of their size and organization (Fig. 3b, e, h, k). On the contrary, anteriormost brain regions and retina were indistinguishable in embryos overexpressing *adar* (Fig. 3c, f, i, l). In particular, *pax6* expression shows that the forebrain expression domain were unrecognizable in *adar*-overexpressing embryos (Fig. 3c, f). Moreover, *tbx2b* expression domains of diencephalon, left and right retina, and the epiphysis appeared as a fused region, whereas the more posterior expression domains of the trigeminal ganglion and otic vesicles appeared less affected although hypomorphic compared to control (Fig. 3i, l). While the eye field is derived from the anterior neural plate and therefore arose as a consequence of anteroposterior patterning^40^, its failure to split in the midline (cyclopia) is a hallmark of a defect in the convergent-extension movement during gastrulation which is dependent on the establishment of the dorsoventral axis^41,42^. The observed phenotype of *adar* overexpression therefore suggests that proper establishment of these two body axes was affected.

**Fig. 3:**
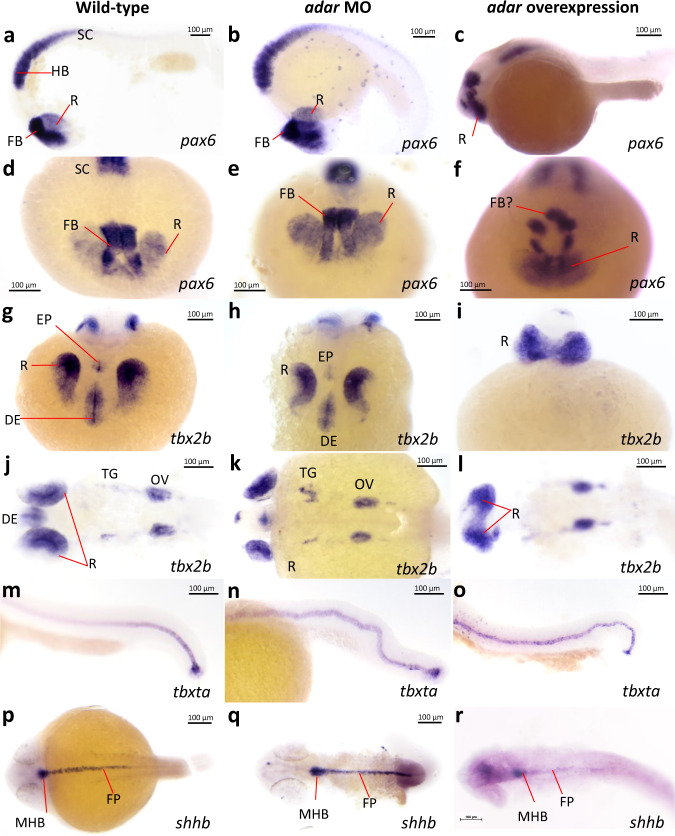
Embryonic patterning defects due to Adar loss- or gain-of-function. Whole mount in situ hybridization detection of marker genes in Adar morpholino knockdown and *adar* mRNA overexpression. **a**–**f** *pax6* expression demarcates anterior brain structures including dorsal retina (R), forebrain (FB) as well as hindbrain (HB) and anterior spinal cord. **g**–**l** *tbx2b* expression marking diencephalon (DE), R, epiphysis (EP), trigeminal ganglion (TG), and otic vesicle (OV). **m**–**o** expression of *tbxta* marks the notochord. **p**–**r** *shhb* expression indicates floor plate (FP) and midbrain-hindbrain boundary (MHB). The experiment was performed three times on embryos from three different mating pairs with similar results.

To examine the defects in posterior structures, we used as reporter genes *tbxta* and *shhb* which mark the notochord and floor plate neurons of the spinal cord, respectively (Fig. 3m, p). Similar to the anterior markers, *shha* and *tbxta* were expressed in the case of both *adar* loss- or gain-of-function, suggesting that the neural and midline cell identities were preserved (Fig. 3n, o, q). However, the body axis including the notochord and spinal cord were crooked in *adar* morphants as well as in *adar* overexpressing embryos albeit to a lesser extent in the latter (Fig. 3n, o). Importantly, loss- or gain-of-function of *adar* do not appear to affect the specification of cell identity as evidenced by the preserved expression of *pax6, tbx2b, shha,* and *tbxta*. Rather, a more pronounced effect is seen on the gross anteroposterior and dorsoventral patterning of the embryo. Collectively, these observations suggest that Adar-mediated A-to-I editing may be involved in the patterning along the two early embryonic axes of the zebrafish.

### Prevalent A-to-I editing in maternal and early zygotic transcripts

The effects of Adar disruption on embryonic patterning led us to ask to what extent A-to-I editing occurs in early embryogenesis, and whether transcripts of genes involved in this process were specifically affected. To profile global A-to-I RNA editing in zebrafish we sequenced a trio of wild-type sample of both parental genomes and the transcriptome of their offspring at three developmental stages: 1.5 hpf (16 cells, pre-MBT), 3.5 hpf (high, MBT) and 5.3 hpf (50% epiboly, post-MBT) (Fig. 4a). Comparison of zygotic transcriptomes with the genomic sequence of parents allowed us to pinpoint RNA editing events by identifying mismatches between the genomic and transcriptomic reads. 

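The data behind these comparisons were lists of mismatch sites, with 1 list for each stage. Genomic DNA of the female and the male parent and RNA of pooled offspring at 1.5 hpf (16 cells), 3.5 hpf and 5.3 hpf were sequenced, with 1 library each and at least 20 embryos in each RNA pool by the paper's methods. By the paper's Supplementary Data 10, the RNA libraries held 59843416 reads at 1.5 hpf, 52395363 reads at 3.5 hpf and 49083943 reads at 5.3 hpf, and the genomic libraries held 327049340 reads for the female and 364541468 reads for the male parent. The authors aligned the reads to GRCz10 and kept positions at which both parents were homozygous and the RNA carried a single alternative base above their limits on quality, depth and frequency. For each kept site the lists give its position, the change and the share of RNA reads that carried the changed base, here called the editing frequency, and the lowest frequency in the lists was 20%. The lists do not give the coverage of a site, so the depth behind each frequency is unknown and no interval is given for the frequency of a single site. A site was counted as the same at different stages when its chromosome, position and change were the same. The mismatches A>G and T>C were counted together, since a T>C mismatch is an A>G change on the opposite strand. With 1 library for each stage there is no spread between replicates, and the 95% Wilson intervals on shares of sites cover counting error only.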

As Inosine (I) is structurally similar to a G due to the presence of the 6-oxo group, reverse transcriptase incorporates a C in the corresponding position during RNA-seq library synthesis; thus, in the original transcript strand, a G is inferred. Therefore an A-to-I editing event can be identified as an A–G mismatch between the parental genome and the corresponding embryonic transcript. Since the RNA-seq was unstranded, the same applies as well to a T–C mismatch. Strikingly, our analyses revealed a disproportionate enrichment of A–G and T–C mismatches compared to other possible base mismatches which could occur stochastically at all three developmental stages (Fig. 4b). This strongly suggests the presence of A-to-I RNA editing in maternally deposited as well as in zygotic transcripts. 

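The list of 1.5 hpf held 19439 A>G or T>C sites and 5797 sites with another change, a share of A>G or T>C of 77.0% (95% Wilson interval 76.5% to 77.5%). At 3.5 hpf there were 19108 A>G or T>C sites and 5868 others, a share of 76.5% (interval 76.0% to 77.0%). At 5.3 hpf the share was lower, with 17151 A>G or T>C sites and 8701 others, or 66.3% (interval 65.8% to 66.9%). The 10 other changes were each counted alone and not with the same change on the opposite strand. Among them T>A led at each stage, with 3.44% of sites at 1.5 hpf, 3.48% at 3.5 hpf and 4.90% at 5.3 hpf. These single shares are thus not on the same footing as the A>G share. The difference in the A>G share between 1.5 hpf and 5.3 hpf was -10.7 percentage points (2-sided Fisher's exact test, adjusted p = 2.3e-158 over the 3 pairs of stages). Between 1.5 hpf and 3.5 hpf it was -0.52 points (adjusted p = 0.166 from the same test). The test takes the sites of 2 lists as independent. But 11374 sites were listed at every stage and 6352 at 1.5 hpf and 3.5 hpf alone, and A>G sites lay close together. The p-values are thus not exact, and the second does not show that the shares were equal. These tests describe the sites of 1 library for each stage and not the spread between embryos. The alternative that moved the shares most was the proximity filter that the paper describes for its 7 dpf data, chosen after the values were seen. It keeps a site when at least 4 of its 9 neighbouring sites have the same change, and it raised the A>G share to 98.2%, 98.6% and 96.7% at the 3 stages. By its rule the filter favours a change that is already frequent, even where sites are not clustered. The raised shares do not separate this preference from clustering. The A>G sites also lay close together. At 1.5 hpf, 90.3% of them had another site of the same change within 100 bp, against 21.4% of the sites with other changes. At 3.5 hpf these shares were 90.1% and 21.3%, and at 5.3 hpf they were 83.9% and 18.8%.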

Altogether, we identified 44,007 RNA editing sites: 11,374 of which were shared by all three samples, 6352 between 1.5 hpf and 3.5 hpf, 1393 between 1.5 hpf and 5.3 hpf, and 1,564 between 3.5 hpf and 5.3 hpf. 

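The 44007 sites comprised 30154 A>G or T>C sites and 13853 sites with another change. Of the 11374 sites listed at every stage, 9234 were A>G or T>C, which is 81.2% (95% Wilson interval 80.5% to 81.9%). For sites shared by 1.5 hpf and 3.5 hpf alone this share was 78.2%, with 4965 sites. It was 73.2% for sites shared by 1.5 hpf and 5.3 hpf alone, with 1019 sites, and 69.8% for sites shared by 3.5 hpf and 5.3 hpf alone, with 1092 sites. Where only sites with a frequency of at least 0.3 were counted, 27293 sites remained over the stages and 7403 were listed at every stage, the alternative that moved both counts most among those with A>G sites included.

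**Figure D1:**
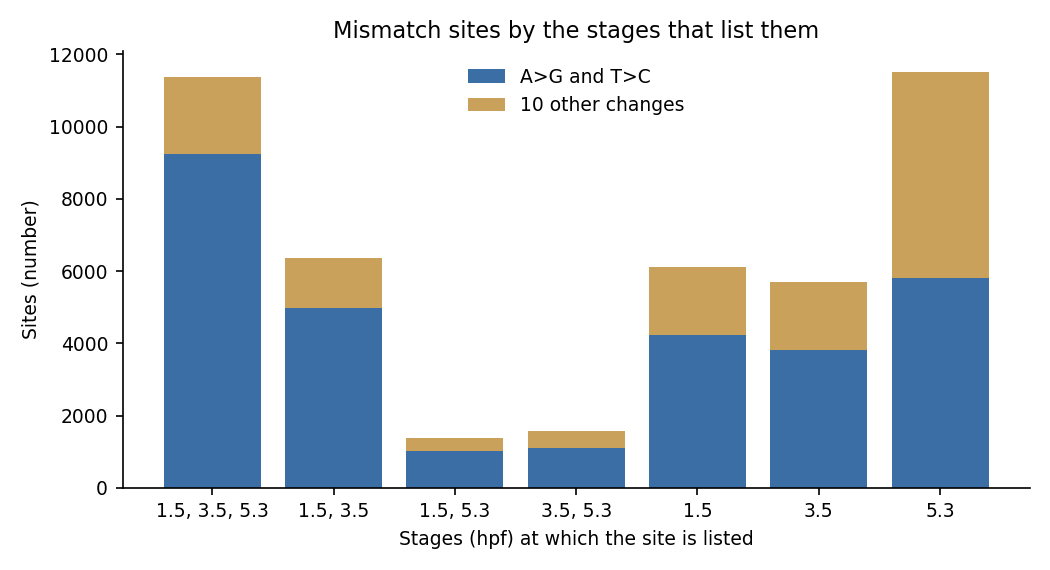
Number of mismatch sites (vertical axis) by the set of stages in hpf that list them (horizontal axis), with A>G and T>C sites in blue and the 10 other changes in yellow. Other changes made up 5715 of the sites listed at 5.3 hpf alone and 2140 of those listed at every stage.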

Apart from this, 6117, 5686 and 11,521 were specific to 1.5 hpf, 3.5 hpf and 5.3 hpf, respectively (Fig. 4c, Supplementary Data 1). These stage-specific editing events indicate differential patterns of RNA editing throughout early embryogenesis and suggest that this process may play a role in embryogenesis. 

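Of the sites listed at 5.3 hpf alone, 5806 were A>G or T>C, a share of 50.4% (95% Wilson interval 49.5% to 51.3%). The share was 69.0% for the sites listed at 1.5 hpf alone (interval 67.8% to 70.2%) and 67.1% for those listed at 3.5 hpf alone (interval 65.9% to 68.3%). The sites listed at 5.3 hpf alone made up 19.3% of all A>G or T>C sites and 41.3% of all sites with another change.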

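Between 1.5 hpf and 3.5 hpf, 14199 A>G sites were shared, which is 58.3% of the sites listed at either stage, and the corresponding shares were 38.9% for 1.5 hpf and 5.3 hpf and 39.8% for 3.5 hpf and 5.3 hpf. For the other changes, the shared part was smaller in each pair of stages, with 43.3%, 21.0% and 21.8% in the same order. A site can be missing from a list because it was not edited, was edited at a frequency under 20% or had too few reads at that stage. The lists do not separate these. The editing frequencies of shared A>G sites were correlated across sites, which are not independent replicates. Pearson r was 0.884 between 1.5 hpf and 3.5 hpf, 0.836 between 1.5 hpf and 5.3 hpf and 0.842 between 3.5 hpf and 5.3 hpf. For the other changes r was higher in each pair, with 0.944, 0.890 and 0.892 in the same order. The median editing frequency over A>G sites was 37.5% at 1.5 hpf (quartiles 26.7% and 59.1%), 37.5% at 3.5 hpf (quartiles 26.7% and 58.3%) and 35.7% at 5.3 hpf (quartiles 25.0% and 54.5%). The median moved most for the sites listed at every stage, to 46.2%, 46.7% and 43.1%. From the sites that are specific to a stage, the paper reasons that editing patterns differ through early embryogenesis and proposes that editing has a role in it.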

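The position of sites in genes was examined only within the intervals that the paper lists in Supplementary Data 4, since other genic features were not analysed here. Windows of 5000 bp at the 3'-UTRs of 765 genes are listed over the stages. Those listed for 1.5 hpf held 8737 A>G or T>C sites, 44.9% of all such sites at that stage (95% Wilson interval 44.2% to 45.6%). The windows listed for 3.5 hpf held 44.5% (interval 43.8% to 45.3%) and those for 5.3 hpf held 39.1% (interval 38.4% to 39.9%). Sites with other changes fell in the same windows less often, with 9.90%, 9.85% and 5.72% at the 3 stages. The windows were chosen by the authors for holding editing sites, so these shares are not estimates for 3'-UTRs in general. The coding intervals listed for a stage held 15 A>G or T>C sites at 1.5 hpf, 15 at 3.5 hpf and 17 at 5.3 hpf.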

Interestingly, merely 2% of RNA editing sites occurred within coding sequences (CDS), while the majority (38% in 1.5 hpf and 3.5 hpf and 27% in 5.3 hpf) occurred in 3’-UTR regions (Fig. 4d, Supplementary Data 1). A large fraction of editing was assigned as ‘genic_other’ due to overlap between intron/exon/UTRs from multiple transcripts. Finally, ~17% of editing events in each stage were detected in ‘intergenic sequence’, but this may be due to unannotated transcripts. The low abundance of A-to-I editing present in the coding regions (CDS), none of which resulting in missense mutations, ruled out the possibility that editing functions through expanding the coding repertoire of expressed transcripts by altering amino acid composition. We also observed plenty of editing occurring in DNA repeat regions with a notable increase in editing frequency in retrotransposons (LTR, LINE, and SINE) in 5.3 hpf compared to earlier developmental stages (Fig. 4e, Supplementary Data 2).

**Fig. 4:**
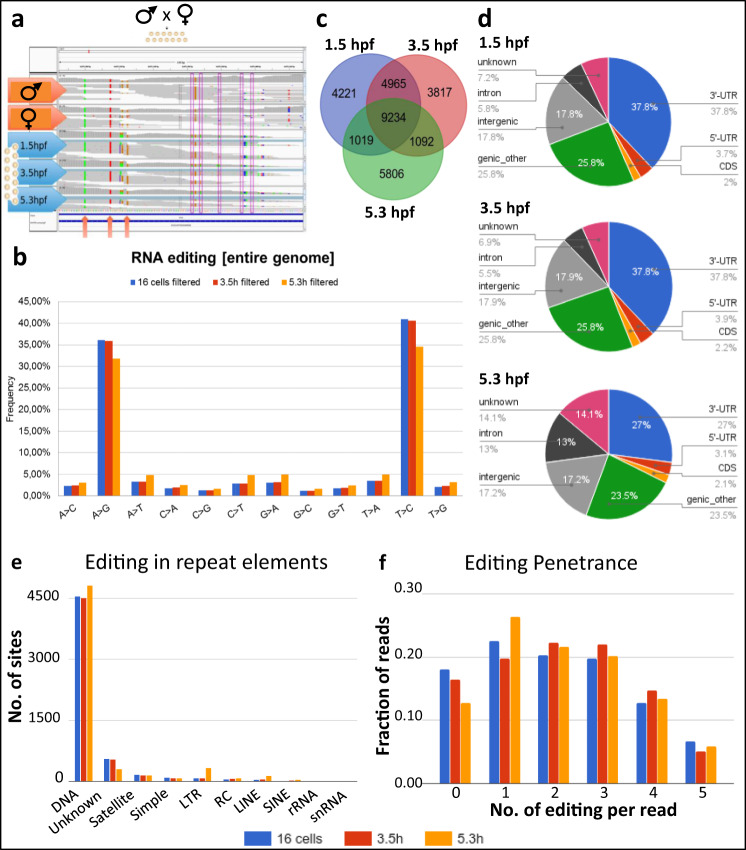
A-to-I RNA editing sites in early embryonic development. **a** Schematics of A-to-I RNA editing discovery through sequencing of a parent-offspring trio. The genome sequence of the parents are used as a reference set to distinguish between polymorphisms and editing. **b** Mismatches between RNA and DNA sequencing data. As RNA libraries were not strand selective, mismatches were read as their complement (i.e., T->C instead of A->G, or C->T as G->A) in roughly half of all cases. **c** Overlap of editing sites at different time points. The 1.5 and 3.5 hpf samples were more similar to each other than to the 5.3 hpf sample, probably because of replacement of maternal by zygotic transcripts at the MZT. **d** Association of editing sites with genomic features. A large fraction of RNA editing is classified as “genic_other” due to overlap between introns/exons/UTRs from multiple transcripts. **e** Number of editing sites in transcripts stemming from different classes of repeat elements. **f** Number of editing events in individual reads encompassing 10 potential editing sites. The majority of individual reads contained 1–3 RNA editing sites, and never more than five editing sites. Source data: Supplementary Data 1–3, Source data file.

To assess the penetrance of A-to-I editing on individual RNA molecules, we calculated the occurrence of editing events in RNA-seq reads. Based on alignment of 75 bp reads, we observed a substantial number of reads with no editing at all for a given region (Fig. 4f). Interestingly, the number of RNA editing sites in a single read never exceeds 50% of the total number of editing events identified in the given transcript region (Fig. 4f, Supplementary Data 3). This suggests that A-to-I editing rarely occurs at all possible editing sites in a given RNA molecule, although sequencing with much longer reads is required to precisely determine the true penetrance. We then ask whether RNA editing events were associated with translation efficiency and/or RNA stability. Using our previously published polysome profiling dataset to determine translation rate^36^, we found that transcripts undergoing more active translation tend to be less edited than those not associated with polysome (Supplementary Fig. 2). Interestingly, this is true only for editing events detected at post-MBT stages (3.5 hpf, *r* = −0.053, *p* = 3.79e−11;and 5.3 hpf, *r* = −0.071, *p* = 2.36e−22), but not for pre-MBT (1.5 hpf, *r* = 0.002, *p* = 0.78). With regards to RNA stability, no obvious difference was observed in expression levels between low (1–9 sites) and high (more than 10 sites) edited transcripts when 1.5 hpf and 3.5 hpf stages were compared. However, highly edited transcripts undergo much lower expression change between 1.5 hpf and 5.3 hpf (Supplementary Fig. 3).

We sought to identify which genes were subject to A-to-I editing at each developmental stage. We identified 639, 634, and 562 genes having at least two editing sites at any position within their transcript at 1.5 hpf, 3.5 hpf, and 5.3 hpf respectively (Supplementary Data 4). Among these, 9, 9, and 10 genes had editing sites occurring in both 3’UTR and coding sequence at each respective stage. 

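Counted again from the lists of sites, 631 genes had at least 2 A>G or T>C sites in their listed 3'-UTR windows at 1.5 hpf, 628 genes at 3.5 hpf and 557 genes at 5.3 hpf. There were 453 genes with at least 2 such sites at every stage. With only the sites on the strand of the gene, the counts were 624, 614 and 542. These are the numbers of genes that the paper's Supplementary Data 4 lists for the 3'-UTR. The genes were listed for holding at least 2 sites, so the recount is not an independent estimate. With the 15, 20 and 20 genes listed for coding sequence, these numbers sum to the paper's 639, 634 and 562. The counts moved most when at least 5 sites were required, to 427, 427 and 356 genes. In every listed window the number of sites on the gene's strand was the number that the paper's Supplementary Data 4 gives, in 631 windows at 1.5 hpf, 621 at 3.5 hpf and 550 at 5.3 hpf.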

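Over the 25 coding intervals that the paper lists for any stage, 6 genes had at least 1 A>G or T>C site in a coding interval at 1.5 hpf, and so did 6 genes at 3.5 hpf and 6 genes at 5.3 hpf. Of these, 2 genes at each stage also had at least 1 such site in a listed 3'-UTR window. The intervals held fewer sites than the paper lists for them. For 15, 20 and 20 genes at the 3 stages Supplementary Data 4 gives 41, 57 and 49 coding sites, and 15, 15 and 17 A>G or T>C sites were found there, with the same number in 4, 3 and 4 intervals. The counts of genes are thus low for a reason that was not found, and coding sequence outside the listed intervals was not examined.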

Interestingly, although no developmentally relevant GO terms were found to be significantly enriched among edited genes (Supplementary Data 5), we found several key genes known to be implicated in anteroposterior and dorsoventral patterning (Fig. 5). Of note, members of the Wnt signaling pathway were found to be edited. 

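The listed 3'-UTR window of fzd3b lies on chromosome 17 of GRCz10 from 8336710 to 8341709 and held 11 A>G or T>C sites at 1.5 hpf, 3 sites at 3.5 hpf and 0 sites at 5.3 hpf. That of fzd5, on chromosome 9 from 28423609 to 28428608, held 6 sites at 1.5 hpf, 4 sites at 3.5 hpf and 0 sites at 5.3 hpf. The window of fzd8b, on chromosome 2 from 48096590 to 48101589, held 2 sites at 1.5 hpf and 3 sites at 3.5 hpf. It also held 2 sites at 5.3 hpf, both on the strand opposite to the gene. In the window of fzd7b, on chromosome 6 from 9464007 to 9469006, 0 sites were listed at 1.5 hpf and 3.5 hpf and 15 sites at 5.3 hpf, with a median editing frequency of 27.3%. The coverage of these windows is unknown. A count of 0 thus does not separate an unedited transcript from one edited at under 20% or with too few reads.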

Several Frizzled receptors of Wnt signaling, *fzd3b*, *fzd5*, and *fzd8b* were edited at both maternal stages, while *fzd7b* were edited at 5.3 hpf. 

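The 3'-UTR window of tcf7l1b lies on chromosome 8 of GRCz10 from 52117992 to 52122991. It held 32 A>G or T>C sites at 1.5 hpf, 35 sites at 3.5 hpf and 21 sites at 5.3 hpf, with median editing frequencies of 30.4%, 29.4% and 28.6%. Over the stages 51 different sites were listed, of which 13 were listed at every stage.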

The Wnt downstream effector *tcf7l1b* was found to be consistently edited at all three stages. We also found two members of the FGF signaling pathway, *fgfr1a* and *extl3*, consistently edited at all three stages observed. 

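The 3'-UTR window of extl3, on chromosome 20 of GRCz10 from 50133025 to 50138024, held 4 A>G or T>C sites at 1.5 hpf, 6 sites at 3.5 hpf and 4 sites at 5.3 hpf. Of the 8 different sites in this window, 3 were listed at every stage. The window also held other changes, and with these included the counts were 7, 13 and 8 sites.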

Interestingly, *fgfr1a* is one of the most highly edited transcripts, containing 99 edited sites in both its coding sequence and 3’-UTR. 

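The 3'-UTR window of fgfr1a lies on chromosome 8 of GRCz10 from 51443031 to 51448030. It held 67 A>G or T>C sites at 1.5 hpf, 66 sites at 3.5 hpf and 54 sites at 5.3 hpf, and all of them were on the strand of the gene. These were 80 different sites, of which 46 were listed at every stage. Their median editing frequency was 38.5% at 1.5 hpf, 37.0% at 3.5 hpf and 36.0% at 5.3 hpf. By its number of sites the window ranked 12 at 1.5 hpf, 14 at 3.5 hpf and 15 at 5.3 hpf among the 776 listed windows. The windows with the most sites were those of ik with 134 sites at 1.5 hpf, of which 128 were on the strand opposite to the gene, and of the gene with RefSeq identifier NM_199825 with 133 sites at 3.5 hpf and 127 sites at 5.3 hpf. The windows of ubald1b, with 114 sites at 1.5 hpf, and znf574, with 100 sites at 5.3 hpf, were also among the first 3 at a stage. No listed coding interval of fgfr1a was found, so its coding sequence is not part of these counts.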

Mutation of FGFR1 in humans is associated with holoprosencephaly^43^ which is reminiscent of the observed *adar* overexpression phenotype. 

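The 3'-UTR window of furina, on chromosome 7 of GRCz10 from 13957673 to 13962672, held 9 A>G or T>C sites at 1.5 hpf, 7 sites at 3.5 hpf and 8 sites at 5.3 hpf. That of dusp4, on chromosome 21 from 20072374 to 20077373, held 10 sites at 1.5 hpf, 11 sites at 3.5 hpf and 2 sites at 5.3 hpf. That of ezrb, on chromosome 20 from 13667939 to 13672938, held 2 sites at 1.5 hpf, 2 sites at 3.5 hpf and 3 sites at 5.3 hpf. The number of sites listed at every stage was 3 for furina, 2 for dusp4 and 1 for ezrb.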

Other genes which were consistently edited throughout the three stages include *furina* which plays a role in craniofacial development^44^ and two genes involved in gastrulation, *dusp4* and *ezrb*^45,46^. That transcripts of these genes were found to be edited throughout maternal and early zygotic stages suggests the role of A-to-I editing in regulating multiple aspects of anteroposterior and dorsoventral patterning.

**Fig. 5:**
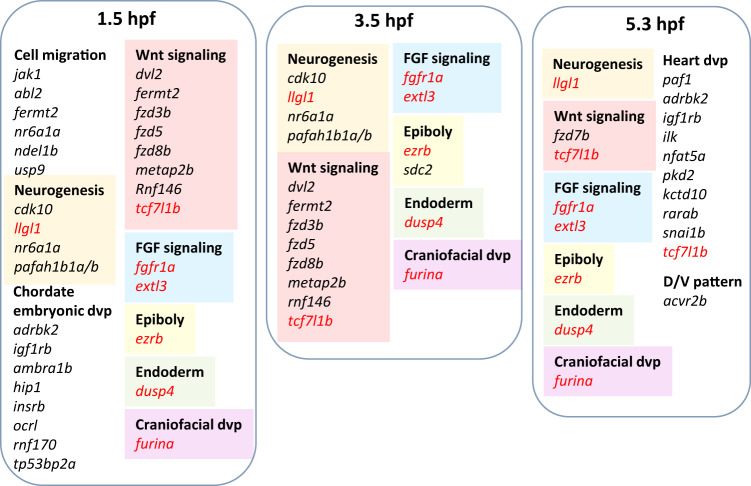
Selected transcripts of developmental signaling pathway genes implicated in dorsoventral and/or anteroposterior patterning containing two or more RNA editing sites detected at their 3′-UTR region. Gene names in red denotes those that are commonly edited at all three stages. Source data: Supplementary Data 4.

### Adar loss of function affects dorsoventral patterning

To uncover the role of Adar at the molecular level, we performed transcriptome sequencing of wild-type, Adar MO knockdown (KD) and Adar overexpressing (OE) embryos at 128 cells (before ZGA), 5.3 hpf (after ZGA), and 12 hpf (when embryonic patterning is established). We hypothesized that alterations in the level of *adar* transcripts may evoke consequential differences in mRNA editing and/or changes in the expression of potential target genes. To this end, we performed comparative transcriptome analysis of wt vs. OE and wt vs. KD in each developmental stage. 

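For the comparisons at 12 hpf, rRNA-depleted RNA of 3 uninjected control libraries, 3 Adar KD libraries (1 ng of morpholino) and 3 Adar OE libraries (50 pg of mRNA) was sequenced. The authors aligned the reads to GRCz10 with STAR, counted them on genes with HTSeq and compared each pair of conditions with DESeq2, whose output holds for each gene a mean normalized count over the 6 libraries of the comparison, a log2 fold change with its standard error, a Wald p-value and an adjusted p-value. The values of single libraries were not used here, so no gene has a spread between replicates, no library could be left out in turn, and total counts per library are unknown. The tables cover 32519 genes, of which 28949 had a p-value for KD against control and 29974 for OE against control. The tables also hold the read classes that HTSeq counts outside genes. By their mean normalized counts, 88.8% of the reads in KD and control and 89.5% in OE and control were on no annotated feature, and 2.85% and 2.71% were on genes. From the p-values of the tables, a new Benjamini-Hochberg adjustment over all genes with a p-value was computed, and another over genes with a mean normalized count of at least 10. A gene set was compared with 10000 random sets of the same size drawn from the same deciles of expression. The median log2 fold change of genes at the same expression was also taken off each gene, a step chosen after the values were seen and here called the removal of the expression trend. The controls were not injected, so an effect of injection and an effect of Adar are in the same comparison.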

Surprisingly, no substantial changes in global A-to-I editing levels were found in KD and OE conditions at 128-cell and 5.3 hpf stages (Supplementary Fig. 4A). Moreover, during these two stages, samples clustered according to developmental stage (Supplementary Fig. 4B) and no substantial changes were observed in global gene expression profile (*p* < 0.05; Supplementary Fig. 4C). Only 539 sites have a slightly elevated editing level in OE than in KD in both developmental stages (Supplementary Data 6).

In contrast, at 12 hpf, a more noticeable change in both global editing pattern and gene expression profile was observed between control and Adar gain- or loss-of-function at 12 hpf (Fig. 6a; Supplementary Fig. 5). 

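Over the 9269 genes with a mean normalized count of at least 10 in both comparisons, the log2 fold changes of Adar KD and Adar OE against control had a Pearson r of 0.609 and a Spearman rho of 0.553 across genes, which are not independent replicates. Both comparisons use the same 3 control libraries, which by itself makes them alike. In 100 simulations of unchanged groups against shared controls, r had a median of 0.440 and lay between 0.405 and 0.461. After the removal of the expression trend, r was 0.450 over the same genes, inside this range, so the likeness of KD and OE beyond shared controls is not separated from the trend. The correlation moved most for genes with a mean normalized count of at least 100, for which r was 0.273 over 1225 genes. The next counts cover all 28505 genes with a p-value in both comparisons. Their expression trend was left in, and the simulations hold no trend. Of them, 1928 genes had an unadjusted p under 0.05 in both comparisons, against a median of 202.5 in the simulations. Of these genes 97.4% changed in the same direction, and in the simulations 99.4% did.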

Unlike at earlier stages, samples clustered according to conditions rather than developmental stage (Fig. 6b). Interestingly, in all three replicates, Adar KD caused a modest but more noticeable change in editing frequency compared to the earlier stages (Supplementary Fig. 5). Moreover, at 12 hpf, we observed 827 and 5054 genes differentially expressed in Adar KD and Adar OE respectively, compared to control (*p* < 0.05; Supplementary Data 7). 

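In the authors' deposited table for KD, the called genes comprise 318 with higher and 509 with lower expression, and in the authors' deposited table for OE they comprise 3427 with higher and 1627 with lower expression. With the adjustment over all genes with a p-value, 564 genes were called in KD and 4388 in OE. With the adjustment over genes with a mean normalized count of at least 10, 874 genes were called in KD and 3148 in OE, and the share of OE calls with higher expression was 44.8%. The removal of the expression trend moved the OE count most, to 1335 genes, of which 66.1% were higher and 1010 had been called before it. In KD it gave 568 genes, of which 56.7% were higher and 480 had been called before it. The direction of a call went with the expression of the gene. In OE the median of the mean normalized count was 8.13 for genes called higher and 86.7 for genes called lower, and a gene called lower had the higher expression in most pairs of a higher and a lower gene, with an area under the curve of 0.978. In KD this area was 0.810. Among genes with a mean normalized count of at least 100, 3 were called higher and 725 lower in OE, and 49 were called higher and 273 lower in KD. The median log2 fold change in OE over all genes was 1.83 for mean normalized counts under 5 and -0.83 for those from 100 to 1000.

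**Figure D2:**
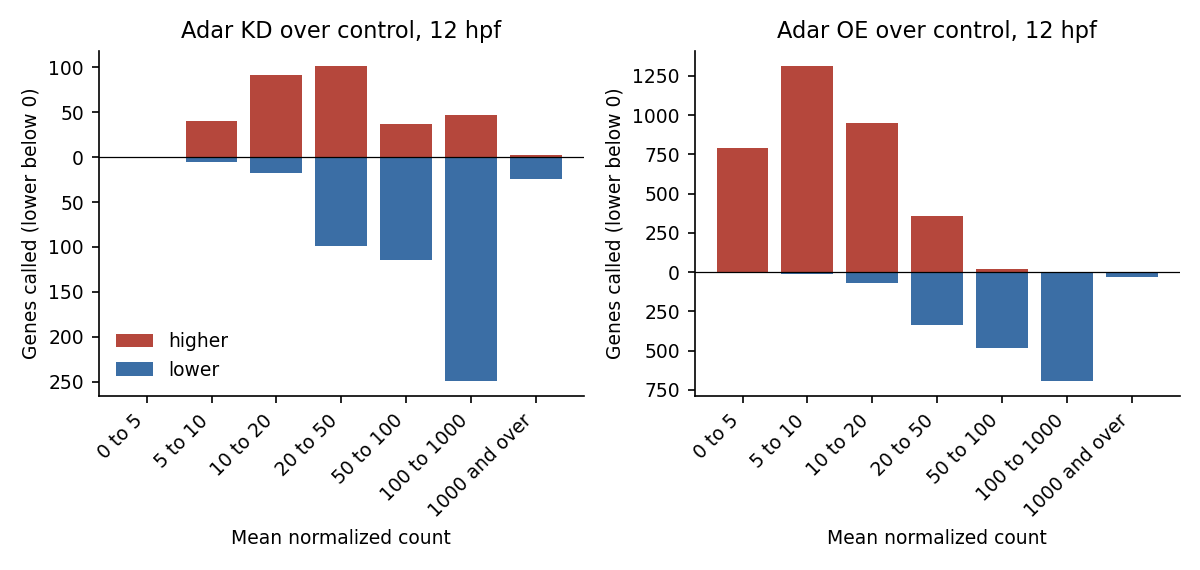
Number of genes called at an adjusted p under 0.05 (vertical axis, higher in red above 0 and lower in blue below 0) by mean normalized count (horizontal axis) for Adar KD and Adar OE against control at 12 hpf. In OE, 1310 genes with a count from 5 to 10 were called higher and 692 genes with a count from 100 to 1000 were called lower. In KD no gene with a count under 5 had an adjusted p.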

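The genes nanog, cacnb4b, bcl2l10, mylipa, pou5f3 and cdh1 were all higher in Adar KD, with log2 fold changes from 0.89 to 2.20 in the authors' deposited table. For pou5f3 (ENSDARG00000044774), the authors' deposited table gives 2.20 (standard error 0.37, adjusted p = 1.0e-06 from DESeq2). An adjustment over all genes with a p-value left 3 of the 6 called, and after the removal of the expression trend all 6 were. Of creb1a, ppp1cb, tbx16, hes6, her7, myf5, msgn1 and wnt11f2, 7 of the 8 genes were lower and called, with msgn1 (ENSDARG00000070546) the lowest at -3.93 in the authors' deposited table (standard error 0.61, adjusted p = 3.8e-08 from DESeq2). The gene wnt11f2 (ENSDARG00000004256) had a log2 fold change of 0.29 in the authors' deposited table (standard error 0.42, adjusted p = 0.794 from DESeq2). The name can also mean the gene that Supplementary Data 7 gives as wnt11 (ENSDARG00000014796), since wnt11 is a RefSeq synonym of wnt11f2, and that gene was lower and called, also after the removal of the expression trend. Of the lower genes 2 were called with the adjustment over all genes with a p-value, and 4 after the removal of the expression trend. The gene mcdh2 was not matched to an identifier. The target of the morpholino, adar (ENSDARG00000012389), had a log2 fold change of -0.59 in the authors' deposited table (standard error 0.47, adjusted p = 0.549 from DESeq2), and -0.23 after the removal of the trend. By the paper's methods the morpholino blocks translation, so the level of adar RNA does not measure the knockdown. The genes with the largest rises among those with a mean normalized count of at least 100 were disp2, BX324007.2 and RNF14, and the largest falls were in CU571091.1, ENSDARG00000094559 and hoxd10a. Their log2 fold changes in the authors' deposited table are 3.41, 3.21 and 3.11, and -3.44, -3.07 and -3.07.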

GO analysis (Supplementary Data 8) revealed that Adar KD generally caused the upregulation of genes regulating epiboly (*nanog, cacnb4b*), gastrulation (*bcl2l10, mylipa*), and ectoderm development (*pou5f3, cdh1*), while concurrently causing downregulation of those implicated in convergent-extension (*wnt11f2, creb1a, ppp1cb*) and mesoderm development (*tbx16, hes6, her7, mcdh2, myf5, msgn1*). On the other hand, Adar OE resulted in the upregulation of genes involved in the development of mesodermal structures (*myf6, bves, tcf21, tbx5a, apln, mef2aa*), while downregulating genes regulating epiboly (*chuk, epcam, mapkapk2a, cldne*), dorsoventral pattern formation (*sox11b, dusp6, ved, vox, bambia, acvr1ba, ctnnb2*), and brain development. 

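Among the named mesodermal genes, myf6, bves, tcf21, tbx5a and apln were higher in Adar OE, with log2 fold changes from 2.00 to 4.88 in the authors' deposited table and mean normalized counts from 2.32 to 18.9 in the authors' deposited table. Adjusted over all genes with a p-value, 4 of the 5 were called, and after the removal of the expression trend all 5 were still higher but 0 were called. The 9 matched genes named as lower had log2 fold changes from -1.84 to -1.02 in the authors' deposited table. All 9 were called with the adjustment over all genes with a p-value, and after the removal of the trend all 9 were still lower but 1 was called. That gene was ved (ENSDARG00000102389), which fell by 1.25 on the log2 scale relative to genes at the same expression (adjusted p = 0.032), and its log2 fold change in the authors' deposited table is -1.84 (standard error 0.39, adjusted p = 1.4e-04 from DESeq2). The genes mef2aa, bambia and acvr1ba were not matched to an identifier. Reads on adar had a log2 fold change of 0.64 in the authors' deposited table (standard error 0.96, adjusted p = 0.655 from DESeq2). After the removal of the trend the value was 1.53 (adjusted p = 0.38). Reads counted on the gene do not separate injected from endogenous mRNA. With this standard error a rise of adar is neither shown nor excluded. The largest rises among genes with a mean normalized count of at least 100 were in CABZ01087025,3, muc2.2 and ttn.2, and the largest falls in copies of Metazoa_SRP and in CABZ01022569.4.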

Interestingly, out of the 383 genes common between the two conditions, 283 commonly downregulated genes in both Adar KD and OE included genes known for their role in anterior-posterior as well as dorsoventral patterning (Fig. 6c; Supplementary Data 7), such as *cdx4*^47^, *szl* and *ved* required for DV patterning^48,49^, and several *hox* genes^50^. This suggests that both Adar KD and OE may act on factors with downstream consequence of suppression of these axis-regulating genes.

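By the adjusted p-values of the tables, 419 genes were called in both Adar KD and Adar OE. Of these 308 were lower in both, 97 were higher in both and 14 changed in opposite directions. Calls independent of each other would give 177.3 genes in both, a value that shared controls can exceed without a common effect. The removal of the expression trend moved the overlap most, to 68 genes against 47.6 for independent calls, of which 16 were lower in both and 44 higher in both. For cdx4 (ENSDARG00000036292) the log2 fold change in the authors' deposited table is -1.88 in KD (standard error 0.35, adjusted p = 1.7e-05 from DESeq2) and in the authors' deposited table for OE it is -1.14 (standard error 0.26, adjusted p = 4.2e-04). For szl, the authors' deposited table gives -1.80 in KD and -1.29 in OE, and for ved in KD the authors' deposited table gives -1.28. After the removal of the trend cdx4 and szl were called in KD and neither was called in OE. For ved it was the reverse, with a call in OE and none in KD (adjusted p = 0.145). Of the 48 hox genes in the tables, 12 were called lower and 0 higher in KD, and 1 was called lower and 3 higher in OE. The hox gene called lower in both was hoxc3a, which was chosen here after its values were seen. After the removal of the trend hoxc3a was still called in KD, but not in OE, where it had -0.31 (adjusted p = 0.674).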

**Fig. 6:**
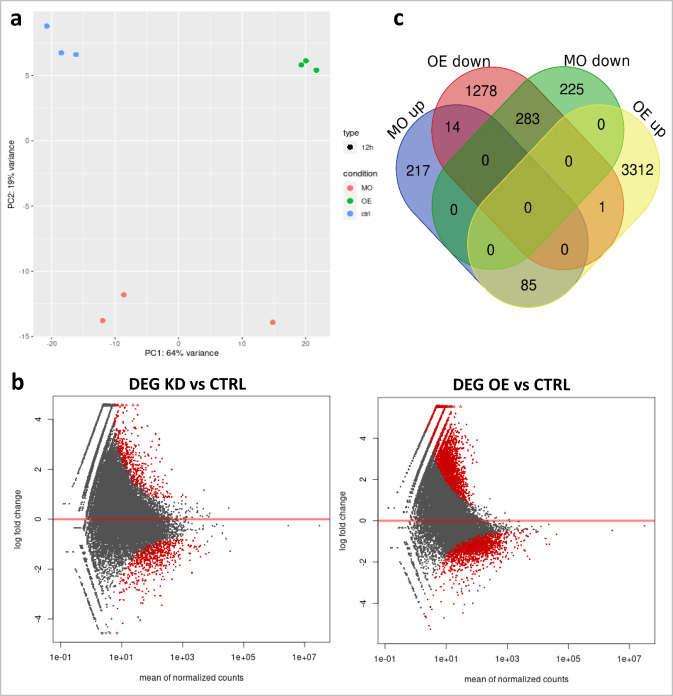
Differentially expressed genes at 12 hpf in Adar KD and OE. **a** Principal component analysis of control, Adar knockdown and overexpression samples based on their transcriptome profile. **b** Number of genes differentially expressed in each condition and their overlap. **c** Differential expression analysis of Adar KD and OE compared to control. Genes with significant change in expression (*p* < 0.05) in red. Sequencing read counts were normalized with DESeq2 standard method. Statistical significance is determined by the Wald test corrected for multiple testing using the Benjamini and Hochberg method using DESeq2. Source data: Source data file, Supplementary Data 7.

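In the authors' deposited table for OE against KD, the genes called comprise 533 with higher and 920 with lower expression in OE. When all genes with a p-value were adjusted together, 1026 genes were called, and with an adjusted p under 0.01 the count moved most, to 702 genes. The removal of the expression trend left 1147 genes, of which 865 were among those called before it. Genes called lower had a median mean normalized count of 64.9 and genes called higher one of 22.9. Of the genes with the largest rises among those with a mean normalized count of at least 100, CR751227.2, CU571091.1 and hoxd10a, the last had a log2 fold change of 2.71 in the authors' deposited table. The largest falls were in AL929435.1, BX324007.2 and h2ax1. The log2 fold change of adar was 1.23 in the authors' deposited table (standard error 0.74, adjusted p = 0.285 from DESeq2). That of the paralog adarb2 was 0.55 in the authors' deposited table (adjusted p = 0.677 from DESeq2) and -0.0607 after the removal of the trend, while adarb1a and adarb1b were not matched to an identifier.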

As Adar gain- and loss-of-function resulted in almost opposite defects in anterior-posterior and dorsoventral patterning, we compared the transcriptome from the two conditions and found 1218 differentially expressed genes (Supplementary Data 7). 

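Among bmpr2a, emilin3a, msgn1, gata1a, meis1b, etv2, pdgfra and the hox genes hoxa4a, hoxa9b, hoxb3a, hoxb5a, hoxc1a, hoxc3a, hoxc6a and hoxd4a, all 15 had higher expression in OE than in KD, with log2 fold changes from 1.01 to 2.69 in the authors' deposited table. Of the 15, 8 were called with the adjustment over all genes with a p-value, and 9 were after the removal of the expression trend. Over all 48 hox genes 16 were called higher in OE than in KD and 0 lower, and the median log2 fold change of the 21 hox genes with a mean normalized count of at least 10 was 1.95. The middle 95% of random sets lay between -0.48 and 0.39 (2-sided permutation p = 0.0002, the smallest that 10000 random sets can give, adjusted p = 8.0e-04 over 24 tests of sets). Random genes were drawn and libraries were not permuted, so the p-values of sets describe these libraries and not the spread between embryos. In KD against control the median of 19 hox genes was -2.06 (adjusted p = 8.0e-04), and in OE against control the median of 28 hox genes was -0.12, inside the range of random sets (adjusted p = 0.467). Among the 6 of these with a mean normalized count of at least 100 it was -0.29, above random sets from -1.36 to -0.37 (adjusted p = 0.0216).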

Genes regulating the development of mesodermal structures (*bmpr2a, emilin3a, msgn1, gata1a, meis1b, etv2, pdgfra*) as well as *hox* family genes (*hoxa4a/9b, hoxb3a/5a, hoxc1a/3a/6a, hoxd4a*) were upregulated in OE compared to KD (Supplementary Data 8). 

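The genes chuk, epcam, mapkapk2a, snai1a, dsc2l, gpc4, tdgf1, ptpra, prmt1, sox11b, ctnnb1, ppp4cb and tll1 all had lower expression in OE than in KD, with log2 fold changes from -1.76 to -0.87 in the authors' deposited table. Of the 13, 6 were called with the adjustment over all genes with a p-value, and 6 were after the removal of the expression trend. Their mean normalized counts lie between 25.5 and 309.4 in the authors' deposited table, the range in which more genes were called lower than higher. For snai1a (ENSDARG00000056995) the log2 fold change in the authors' deposited table is -1.76 (standard error 0.44, adjusted p = 0.00178 from DESeq2), and its value after the removal of the trend was -1.60 (adjusted p = 0.00686).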

On the contrary, genes regulating epiboly and gastrulation (*chuk, epcam, mapkapk2a, snai1a*), convergent-extension (*dsc2l, gpc4, tdgf1, ptpra, prmt1*), and dorsal-ventral patterning (*sox11b, ctnnb1, ppp4cb, tll1*) were downregulated in OE compared to KD (Supplementary Data 8). These observations agree with the phenotypes resulting from Adar disruption which affected structures along the anteroposterior and dorsoventral axes, where an excess of Adar affected dorsal and anterior structures while Adar deficiency affected more ventral and posterior structures. 

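Of the named genes that were higher in Adar KD than in control, 6 of 6 kept their direction after the removal of the expression trend. This was also so for 5 of the 5 genes named as higher and 9 of the 9 named as lower in Adar OE. Between OE and KD it held for 15 of the 15 higher and 13 of the 13 lower genes. Of the 8 genes named as lower in KD, 7 were lower after it, and wnt11f2 was higher before and after. Fewer genes stayed called. In KD these were 6 of 6 higher and 4 of 8 lower genes, and in OE 0 of 5 higher and 1 of 9 lower genes. Between OE and KD they were 9 of 15 higher and 6 of 13 lower genes. The log2 fold changes of OE against KD were nearly those of OE minus KD, each against control, with a Pearson r of 1.00 across 28344 genes, so the third comparison adds no independent measurement. The paper sets these genes beside its phenotypes, in which an excess of Adar affected dorsal and anterior structures and a lack of Adar more ventral and posterior ones, and reasons that genes and phenotypes go together.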

Taken together, the consequences of Adar disruption at the molecular level could be observed by 12 hpf, which affected the expression of genes involved in the development of various embryonic structures. This suggests that, although no significant changes were observable in global editing levels and transcriptome up to 5.3 hpf, Adar is necessary during the crucial period of embryonic patterning, between gastrulation and 12 hpf.

### Zygotic Adar is not essential for early embryogenesis

We then asked whether zygotic Adar activity is required for later events of embryogenesis. To this end, we created a zebrafish *adar* mutant line (*adar−/*−) using the CRISPR/Cas9-based gene knockout method. A 5 bp deletion was introduced into the second exon of the *adar* gene, resulting in a premature stop codon and polypeptide consisting of 4% (39 aa) of the full length, functional Adar protein (917 aa) (Fig. 7a). To generate homozygous *adar* mutants we incrossed F1 heterozygous individuals and observed the F2 offspring. Surprisingly, no developmental phenotypes were observed in any of the offspring. We then raised these F2 individuals and genotyped them at ~3 months post-fertilization by fin clipping. Surprisingly, we found 76% heterozygous and 24% wild-type fish among the 200 screened samples. None of the adult F2 individuals were homozygous for the *adar−/*− mutant allele (Fig. 7b). This suggests that the homozygous *adar−/*− knockout animals are not viable despite their lack of developmental abnormalities. To determine the fate of the homozygous *adar−/*− mutants, we genotyped F2 individuals (~300 individuals) at 3 dpf. Interestingly, the distribution of homo-, heterozygous and wild-type individuals was in agreement with the Mendelian ratio (Fig. 7b), indicating that mortality of the homozygous *adar−/*− individuals occurred later than 3 dpf and before adulthood. In order to pinpoint the timing of mortality, we followed the development of homozygous individuals until the point of death. The *adar−/*− larvae did not demonstrate any observable morphological abnormalities when compared to heterozygotes or wild-type individuals. Moreover, the swimbladder of *adar−/*− individuals inflated normally at the same time as that of its wild-type siblings at 5 dpf. However, significant mortality was observed between second- and third weeks post fertilization. Nearly 100% of *adar−*/− mutants died within this period, with only one surviving until the third month post fertilization, with substantial growth impairment. To eliminate the possibility of genetic compensation^51^ causing an attenuation of the *adar−/*− phenotype, we analyzed mRNA levels of *adar* as well as three other *adar* family members: *adarb1a, adarb1b* and *adarb2*, in wild-type and *adar−/*− homozygotes. No significant changes in the mRNA levels of *adar*, *adarb1a, adarb1b and adarb2* mRNAs were observed in *adar−/*− individuals when compared to wild-type at 3 dpf (Fig. 7c). Our findings therefore suggest that the lack of phenotypic alterations in *adar−/*− larvae, when compared to *adar* KD (MO-injected) was not due to genetic compensation. It is possible that the late mortality of zygotic *adar* KO stems from the presence of maternally deposited *adar* mRNAs and/or proteins from heterozygous mothers, which might be sufficient to drive early developmental processes in the first few days post fertilization. Altogether, these observations suggest that zygotic Adar is not required for early embryogenesis although its function is still essential for life later on.

**Fig. 7:**
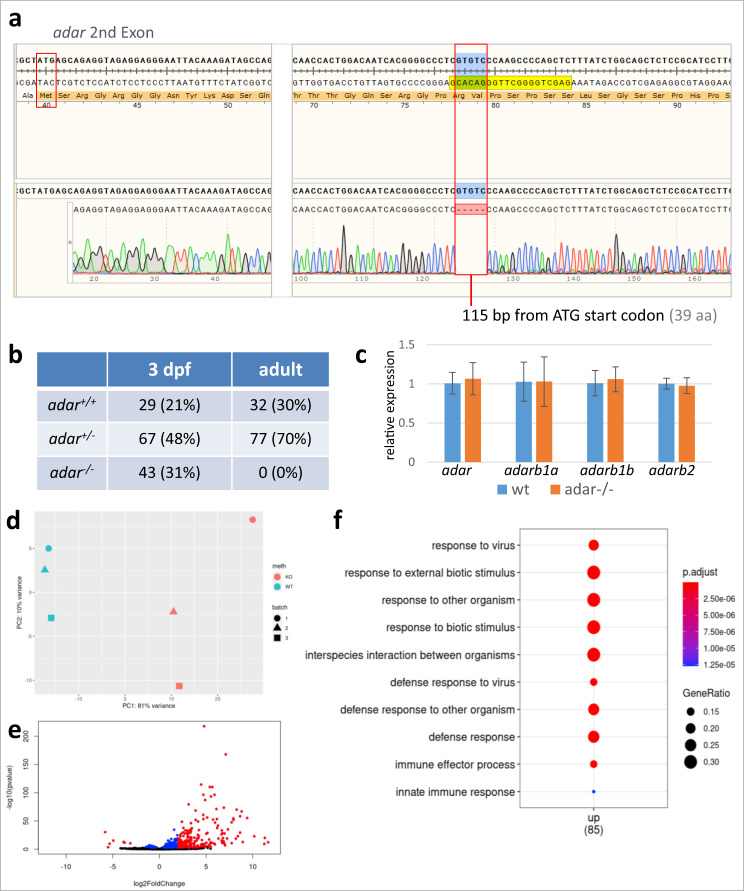
Zygotic *adar−/*− mutant exhibit increased innate immune response. **a** *adar−/*− mutant generated by CRISPR/Cas9 had a 5-bp deletion within the second exon, resulting in a premature stop codon at 115 bp position. **b** Different genotype ratios at different time points suggesting that *adar−/*− homozygotes die between 3 dpf and adult stage. **c** transcript levels of *adar* and its paralogs as measured by qRT-PCR at 3 dpf show the lack of genetic compensation effect in homozygous mutant individuals as compared to wild type. Values shown are average of 5 individuals in each WT and *adar−/*− groups. Data are presented as mean values ± SD. **d** principal component analysis of wild-type and adar*−/*− based on their transcriptome profile at 7 dpf. **e** differential expression analysis revealed a number of significantly upregulated and downregulated genes, which were enriched in functions associated with innate immune response. **f** Statistical significance for differentially expressed genes is determined by the Wald test corrected for multiple testing using the Benjamini and Hochberg method using DESeq2. Functional enrichment analysis was performed using DAVID which employs Fisher’s Exact test with Benjamini, Bonferroni corrections. Source data: Source data file, Supplementary Data 11, 12.

### Loss of zygotic *adar* cause widespread innate immune response

Adar1 loss of function in mammals is characterized by an induction of innate immune response^33^. In order to test whether this function is conserved in zebrafish, we performed transcriptome analysis on homozygous *adar−/*− individuals close to the time in which mortality starts to be observed. To this end, we isolated RNA from homozygous *adar−/*− and its wild-type siblings at 7 dpf and performed RNA-seq. 

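For this comparison, 3 pools of homozygous adar mutants and 3 pools of wild-type siblings were sequenced from polyadenylated RNA, each pool of 3 individuals by the paper's methods and of 20 by the sample descriptions. The authors aligned the reads to GRCz11, counted them on genes with HTSeq and compared the genotypes with DESeq2. The lists used here hold the genes with an adjusted p under 0.05 and an absolute log2 fold change over 2, with the mean normalized count over the 6 pools, the log2 fold change, its standard error and the p-values. Genes outside the lists and values of single pools were not used here, so no pool could be left out in turn and the depth of each pool is unknown. From each log2 fold change and its standard error, 95% limits were computed from the normal distribution. From the ratio of adjusted to unadjusted p-values, the adjustment covered 24441 genes.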

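For 130 of the 200 listed genes the 95% limit nearer to 0 also lay beyond a log2 fold change of 2. All 7 genes with lower expression in adar mutants at 7 dpf were among them, and this was the alternative that moved the count most. With an adjusted p under 0.01 there were 183 genes, and with a mean normalized count of at least 10 there were 198. The rank of the largest listed p-value gives 467 genes with an adjusted p no larger than 0.0400, so 267 genes at that level are outside the lists, whose limit is a 4-fold change. The median log2 fold change of the listed genes with higher expression was 3.38.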

Our analyses revealed that in homozygous *adar−/*− individuals, 193 and 7 genes were significantly (*p* val < 0.05) upregulated and downregulated more than fourfold compared to wild-type, respectively (Fig. 7d, Supplementary Data 11). Functional enrichment analysis of overexpressed genes suggest highly significant enrichment of genes related to the innate immune response (Fig. 7e). 

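By their symbols, the genes with higher expression in mutants included 22 genes of the tripartite motif family, 7 ifit genes, 4 gig2 genes, 3 interferon regulatory factors and 3 proteasome genes, and 0 genes of these families were lower. The lists do not hold the genes that were tested and not called, so no enrichment was computed. The largest rises among genes with a mean normalized count of at least 100 were in ENSDARG00000073994, ifit8, CR846090.1, si:dkey-211g8.8 and lgals17, with log2 fold changes from 9.40 to 11.64 in the authors' deposited table. From the enrichment of these genes, the paper proposes that loss of Adar sets off an innate immune response.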

Notably, genes encoding components of the MDA5-mediated interferon response known to be implicated in mammalian Adar deficiency were found to be highly upregulated in homozygous *adar−/*− individuals. These include the zebrafish MDA5 orthologue *ifih1*, as well as the effectors of this pathway *irf3* and *irf7* ^52^. 

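The log2 fold change of ifih1 (ENSDARG00000018553) in mutants was 2.15 in the authors' deposited table (standard error 0.26, adjusted p = 2.0e-14 from DESeq2). Its computed 95% limits were 1.64 and 2.65, so the rise itself is beyond the error while a rise of more than 4-fold is not. For irf3 (ENSDARG00000076251) the authors' deposited table gives 3.40 (standard error 0.27, adjusted p = 3.1e-33 from DESeq2), with limits of 2.87 and 3.93. For irf7 (ENSDARG00000045661) the authors' deposited table gives 5.32 (standard error 0.62, adjusted p = 2.0e-15 from DESeq2), with limits of 4.11 and 6.53.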

Another group of interferon-stimulated factors, the IFIT proteins, are known to be transcriptionally induced as a response to viral infection^53,54^. Strikingly, seven members of this protein family were highly upregulated, including *ifit8, ifit9, ifit10, ifit12, ifit14, ifit15*, and *ifit16*. In addition to interferon-response genes, those encoding members of the ubiquitin-proteasome degradation pathway associated with interferon response were found to be upregulated, including *psmb8a* and *psmb13a* which are zebrafish orthologues of the interferon inducible subunits β5i and β2i respectively^55,56^, as well as several genes encoding ubiquitin modifiers and ligases (*isg15, usp18, uba7*, and *CABZ01058333.1* encoding E3 ubiquitin-protein ligase rnf213-alpha-like). Moreover, apoptosis-related genes were also upregulated, including the caspases *xaf1*, *casp21* and *casp23*.

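The 7 ifit genes had log2 fold changes from 2.65 to 11.29 in the authors' deposited table. The median over the 7 genes was 8.27. For 6 of them the lower 95% limit was over 2. The exception was ifit12 (ENSDARG00000090977), for which the authors' deposited table gives 2.65 (standard error 0.56, adjusted p = 2.1e-04 from DESeq2) and the limits were 1.56 and 3.74. The largest rise was that of ifit8 (ENSDARG00000057173), with 11.29 in the authors' deposited table (standard error 1.21, adjusted p = 4.1e-18 from DESeq2) and limits of 8.91 and 13.66.

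**Figure D3:**
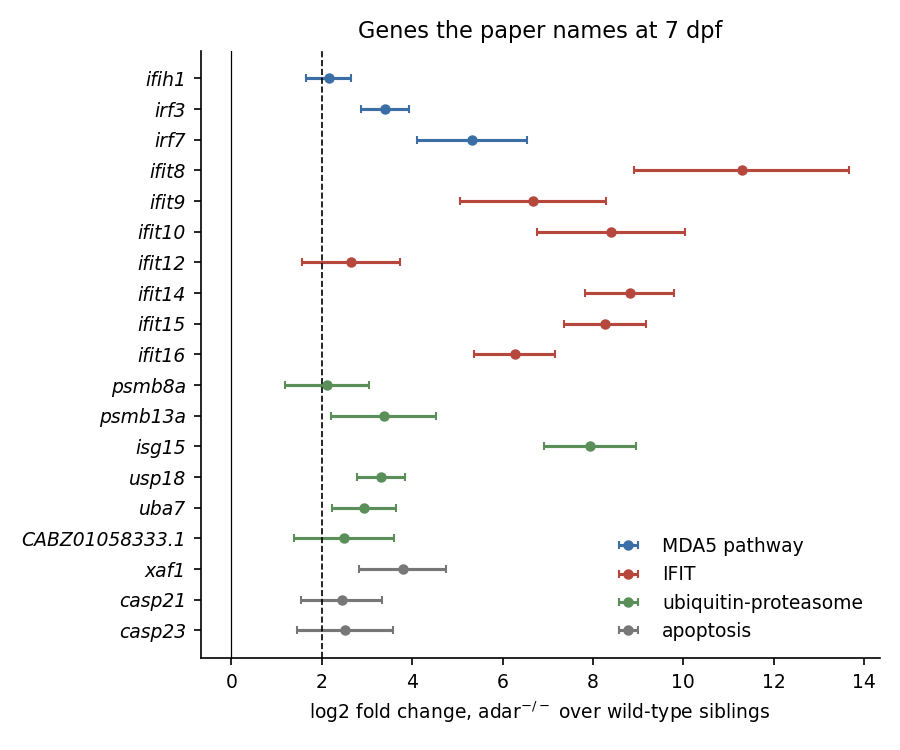
Log2 fold change of adar mutants over wild-type siblings at 7 dpf (horizontal axis) for the genes named in the paper (vertical axis), with bars for the 95% limits. The dashed line marks the log2 fold change of 2. The bars of 6 genes, ifih1, ifit12, psmb8a, CABZ01058333.1, casp21 and casp23, cross it.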

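The 6 genes named for the ubiquitin-proteasome pathway were psmb8a, psmb13a, isg15, usp18, uba7 and CABZ01058333.1. They had log2 fold changes from 2.11 to 7.93 in the authors' deposited table, and for 4 of the 6 the lower 95% limit was over 2. The largest rise was that of isg15 (ENSDARG00000086374), for which the authors' deposited table gives 7.93 (standard error 0.52, adjusted p = 1.0e-49 from DESeq2) and the limits were 6.91 and 8.95. For psmb13a the limits were 2.21 and 4.54. For psmb8a they were 1.19 and 3.04 and for CABZ01058333.1 they were 1.39 and 3.60, so for these a rise of more than 4-fold is not beyond the error.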

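For xaf1 (ENSDARG00000068939) the log2 fold change in the authors' deposited table is 3.79 (standard error 0.49, adjusted p = 3.8e-12 from DESeq2) and its lower 95% limit was 2.82. The lower limits were 1.55 for casp21 and 1.46 for casp23, whose log2 fold changes in the authors' deposited table are 2.44 and 2.52.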

We then searched for specific features of zygotic editing and sought to identify the changes in editing profile caused by the loss of Adar. Interestingly, similar to that observed during embryonic stages, A-to-G conversion were the most enriched among other possible conversions (Supplementary Fig. 6). The editing events at 7 dpf were also prevalent at the 3′-UTR, suggesting that the preference for editing in this region is likely a general feature of Adar activity. Intriguingly, despite the prominent innate immune upregulation observed, we could not see significant alterations in editing pattern between wild-type and *adar−/*− mutants (Supplementary Fig. 6). Moreover, genes containing editing sites were also not enriched for any particular function, including that of innate immunity (Supplementary Fig. 6, Supplementary Data 12).

In summary, the loss of zygotic Adar function in zebrafish induced a widespread innate immune response, proteasome-mediated degradation and apoptosis by 7 dpf, which likely led to death within the second to third weeks post-fertilization. Importantly, the activation of the innate immune response as a result of A-to-I editing deficiency in zebrafish is consistent with the MDA5-dependent Type I interferon response observed in mammalian ADAR deficiency^8,34^. Our results therefore establish conservation of the zygotic function of Adar between fish and mammals.

## Discussion

### Editing primarily in the 3′-UTRs of coding transcripts

Sequencing data in this work indicate that a very small percentage of A-to-I editing in zebrafish takes place in the protein-coding regions, with the majority occurring in the 3′-UTRs of coding transcripts. Editing primarily in the 3′-UTRs and outside the coding regions of transcripts is expected based on similar patterns observed in mammals^57^. It is also consistent with a recent data for zebrafish^23^ that editing within the protein-coding regions of transcripts sets in after 24 h. However, we also note that the previous study applied very conservative criteria for editing (to keep the false positive rate low) and called editing sites in embryonic transcripts based on a catalog of editing sites for adult brain samples^23^. Therefore, this study may systematically miss editing sites that are unique for the embryo and not found in the brain. Prior studies have shown that in mammals ADAR2 is more associated with editing in coding sequences, whereas ADAR1 edits more promiscuously, either in transcripts from repetitive genomic elements or, in case of coding transcripts, in the 3′-UTR regions^27^. The data in this work confirm that the latter is conserved in zebrafish. Secondary structure elements located in 3′-UTR in zebrafish maternal mRNAs have been reported to be involved in translational regulation of mRNAs of the Nodal family by RNA binding proteins^58^. Therefore, it is reasonable to expect that RNA editing may participate in such regulation or that similar but distinct secondary structure elements are preferred by Adar in vivo, providing a combinatorial regulatory code for fine-tuning translation and/or degradation rates. The knowledge of secondary structures adopted by maternal mRNAs in vivo is therefore becoming highly necessary to better understand the mechanism of gene expression regulation.

### No effect of Adar knockdown on transcript editing

The delayed onset of embryonic transcription and reliance on maternal transcript deprives early embryos of the opportunity to regulate gene expression transcriptionally^36^. This limitation, together with the very high *adar* transcript levels in early zebrafish embryos suggested to us that Adar activity could be used to control transcript and thus protein levels prior to the MZT, as an alternative to transcriptional control. Surprisingly, however, Adar knockdown or overexpression had very limited effect on global A-to-I editing until 5.3 hpf, i.e., until well after the MZT at 3.5 hpf ^59^. Phenotypic data and the editing data for the 12 hpf time point rule out a technical problem with knockout. It is possible (but hard to confirm in the absence of good antibodies) that a sufficient pool of maternal Adar protein is deposited in the oocyte and dominates editing in the early stages (up to 5.3 hpf), but eventually gets exhausted to reveal editing differences in the knockdown (at 12 hpf).

Intriguingly, the same lack of editing alterations were also observed in Adar null mutants at the zygotic stage, which suggests that A-to-I editing is robust and that other Adar paralogs may perform a complementary role to maintain a certain level of editing although still insufficient to ensure normal function of the system. Alternatively, editing changes as a consequence of Adar knockdown could be more subtle than anticipated. For instance, editing pattern alterations could occur within a particular transcript molecule, or different proportions of transcripts for particular genes could be edited as a result of Adar disruption. Unfortunately, the short-read sequencing method used in our study is not able to detect these differences. Long read sequencing methods such as the Oxford Nanopore promise an opportunity to further explore this in the near future.

### Different pools of Adar may explain the discrepancy between knockdown and knockout phenotypes

While the Adar KD by morpholino induced severe patterning defects, *adar−/−* mutant individuals are viable without obvious embryonic defect. Successful rescue of the knockdown phenotype with a morpholino-resistant transcript makes it unlikely that off-target effects account for the difference in editing. Genetic compensation was also ruled out in mutants. Thus, the difference in phenotype between Adar KD and mutant could be attributed to distinction of maternal and zygotic function of Adar. Instead, we suspect that maternally deposited Adar transcripts account for the difference. Due to the eventual lethality of the *adar* knockout, the *adar−/−* embryos were from *adar(+/−)* heterozygous parents. Therefore, there is a pool of maternally derived *adar* transcripts in the *adar(−/−)* embryos. By contrast, translation of the maternally derived *adar* transcripts is blocked in the morpholino experiments. We suspect that a pool of Adar proteins from embryonic translation of maternal Adar transcript spares the knockout embryo the anteroposterior and dorsoventral defects that we see in the knockdown embryos. Eventually, however, this Adar pool is probably turned over, so that defects, now purely reflecting the embryonic genotype, become apparent. The detailed causes for this late phenotype are not yet clear. Adar null fish live vastly longer (until the second or third week) than would be expected based on death of the *adar1* null mice from hematopoietic defects (at embryonic day 12 in the mouse, equivalent to 36 hpf in zebrafish^60^). Therefore, similar causes of death are unlikely. Instead, the late phenotype points to other, still unexplored roles of A-to-I editing in late larval development.

### Distinction between maternal and zygotic function of Adar

Strikingly, knockdown and overexpression of *adar* resulted in opposite phenotypes, with the former abolishing posterior-ventral structures including the differentiation of notochord, while the latter affecting anterior-dorsal ones resulting in cyclopia. We also found that this phenotype is dependent on an intact RNA editing domain of Adar. These phenotypes are reminiscent of those caused by disruptions to several dorsoventral and anteroposterior axis determinants. Two signaling pathways are known to be responsible for this process: Wnt and FGF. Loss of Wnt signaling is known to cause a severe antero-dorsalized phenotype where embryos possess large heads and truncated tails, while its overactivation results in the opposite phenotype of posteriorized embryos lacking eyes^49,61,62^. Similarly, loss of FGF signaling also causes truncation of the posterior body due to the lack of posterior mesoderm structures^63–65^. Intriguingly, we observed that several Wnt and FGF pathway components were edited throughout the maternal and zygotic stages, suggesting a link between Adar function and the observed editing events. To our knowledge, a role of A-to-I editing in embryonic patterning is has not been seen before in any vertebrate. Clearly, the very different early embryology of zebrafish compared to mammals creates opportunities for new biological outcomes of A-to-I editing that deserve further study.

While maternal Adar is required for embryonic patterning, analysis of zygotic Adar mutants revealed a distinct function in regulating innate immune response. Homozygous *adar−/−* individuals developed normally up to free-feeding larval stage, revealing that zygotic Adar function is dispensable for embryogenesis. However they start to decline after the first week post-fertilization with a significant upregulation of innate immune response accompanied by activation of proteasomal degradation pathways and widespread apoptosis in the embryo. The stimulation of innate immune response was also observed in mammalian Adar mutants^33,34^, as well as liver apoptosis and hematopoiesis failure^30,31^. Although the effects of Adar dysfunction do not necessarily manifest in the damage of the same tissues as in mammals, the underlying molecular mechanism of Adar regulation of innate immune response seems to be conserved in fish.

Taken together, our study establishes a role of A-to-I editing by maternal Adar in regulating embryonic patterning, and a conserved role of zygotic Adar in keeping the innate immune response in check.

## Methods

### Zebrafish

The study complies with the guidelines on animal experimentation according to the EU Directive 2010/63/EU on the protection of animals used for scientific purposes. Zebrafish of wild-type (AB strain) and CRISPR/Cas9-generated *adar* mutant lines were maintained in the zebrafish core facility of the International Institute of Molecular and Cell Biology in Warsaw (IIMCB) (License no. PL14656251) according to standard procedures. Embryos were raised in egg water at 28 °C and staged according to standard morphological criteria^66^.

### MO injection, rescue and *adar* overexpression

Adar and Adarb1b knockdown was performed using a translation-blocking antisense morpholino oligonucleotides (MO) with the sequences 5′-TCCCTCCTCTACCTCTGCTCATAGC-3′ and 5′-TCCATGATGGTCAAACGTCTCGACT-3′ (Gene Tools, USA). For each embryo, 1–3 ng of MO was injected at the 1-cell stage. For overexpression experiments, the *adar* cDNA sequence was PCR-amplified using the primer pair 5′-CCTGTCTTTGATACTGTCGTG-3′ and 5′-TCCCGAAGCCACAGATTCAC-3′ and cloned into p-GEMT vector (Promega, USA). For the rescue experiment, wild-type and E1030A mutant *adar* cDNAs containing a 5 bp mismatch at the MO recognition site were PCR-amplified using the forward primer 5′-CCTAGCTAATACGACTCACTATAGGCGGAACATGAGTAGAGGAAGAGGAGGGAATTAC-3′ with a T7 promoter sequence overhang for in vitro transcription and reverse primer 5′-TCAAGCTATGCATCCAACGCG-3′. Capped mRNAs for rescue and overexpression were synthesized using the mMessage mMachine T7 Kit (Ambion, USA). Overexpression was done using 25, 50, or 100 pg of mRNA. Rescue experiments were performed using 1 ng of MO and 25 pg of wild-type or E1030A *adar* mRNA. Results were obtained from four different experiments on embryos from random pairs.

### Disruption of the deaminase domain in *adar* mRNA

Zebrafish Adar glutamate 1030 (E1030) in a highly conserved region of the protein (TVNDCHA**E**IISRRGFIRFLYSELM) was identified as equivalent to human ADAR1 glutamate 912 (E912), a residue known to be indispensable for catalytic activity of the deaminase domain. To encode the E1030A point mutation in the zebrafish *adar* clone, we used the Q5® Site-Directed Mutagenesis Kit (NEB) for mutagenic primer-directed replication of both plasmid strands. The first step was an exponential amplification using primers and a master mix formulation of Q5 Hot Start High-Fidelity DNA Polymerase. Oligonucleotides used for glutamate substitution with alanine and site-directed mutagenesis are as follows: zb_adar_E1030A_F 5′-GCAGCTATCATCTCCAGAAGAGGC-3′ and zb_adar_E1030A_R 5′-ATAGCTGCATGGCAGTCATTTACAG-3′. The second step involved an incubation with an enzyme mix containing a kinase, a ligase and *Dpn*I allowing for rapid circularization of the PCR product and removal of the template DNA. The last step was a high-efficiency transformation into chemically competent TOP10 cells. Selected clones were sent for sequencing and positive ones were linearized and used for in vitro *adar* E1030A mRNA synthesis.

### qPCR for genetic compensation analysis

Total RNA was extracted from genotyped *adar* homozygous mutant and wild-type 3 dpf larvae, using TRIZOL LS (Thermo Fisher Scientific, USA) according to the manufacturer’s protocol, followed by DNAse I (Life Technologies, USA) treatment. Superscript IV reverse transcriptase (Life Technologies, USA) was used to obtain cDNA. Relative mRNA expression was quantified using FastStart SYBR Green master mix on the LightCycler 96 instrument (Roche Life Science, USA) with specific primer pairs (Supplementary Data 9). Genetic compensation analysis was performed on 5 individuals from each WT and *adar* homozygous mutant groups.

### Sequencing and data analysis

For editing discovery, parental DNA was extracted from one individual male and female from tail-fin clip, fragmented by sonication with Covaris and sequencing library were synthesized with TruSeq Chip Library preparation kit (Illumina, USA) according to the manufacturer’s protocol. RNA from their offspring was also isolated at 16-cell, 3.5 hpf, and 5.3 hpf stages. For each time-point, at least 20 embryos were pooled for RNA extraction and processed for Truseq RNA Library preparation (Illumina, USA). To assess the effect of Adar KD and OE, uninjected wild-type and embryos injected with 1 ng of adar MO or 50 pg of adar mRNA were kept until the desired developmental stage: 128-cell, 50% epiboly, and 12 hpf. Two replicates of 20 pooled embryos from the first two time points and three replicates for the 12 hpf time point were isolated for RNA extraction. The RNA for the 12 hpf sample was collected in a second round of experiments, from offspring of a separate mating pair. Total RNA was extracted using TRIzol LS (Thermo Fisher Scientific, USA) and cleaned up on the Qiagen Rneasy Mini column (Qiagen, USA). Quality control of extracted RNA was performed using the 2200 TapeStation system from Agilent Technologies (USA). To avoid the bias caused by cytoplasmic polyadenylation during early embryonic stages, polyA affinity was not used for mRNA enrichment. Instead, total RNA was rRNA-depleted using Ribo-Zero Magnetic Gold Kit (Human, Mouse, Rat; Epicenter). cDNA synthesis for Next-Generation Sequencing (NGS) was performed by SMARTer Stranded RNA-seq kit (Clontech Laboratories, USA) as recommended by the manufacturer. Paired-end sequencing (2 × 75 bp reads) was performed with NextSeq 500 (Illumina, USA). Reads were aligned to the zebrafish genome assembly GRCz10 using STAR v2.7.7a^67^ and samtools v1.11^68^. On average, more than 80% of total sequencing reads were uniquely mapped (Supplementary Data 10). Expression quantification was performed using HTSeq v0.11.2^69^. Differential expression was performed using DESeq2 (R v3.6.3)^70^. HTseq reads from KD and OP samples were compared to the control samples at corresponding time points. Multiple testing was done by applying the Benjamini-Hochberg correction as implemented in DESeq2 with adjusted p-values <0.05 called as statistically significant. For the analysis of adar zygotic function, total RNA from homozygous *adar*−/− mutant and their wild-type siblings were isolated at 7 dpf from three replicates of 3 individuals each. Total RNA was subjected to mRNA enrichment using NEBNext Poly(A) mRNA Magnetic Isolation Module (E7490, NEB) followed by TruSeq Stranded Total RNA library preparation kit (Illumina, USA) according to the manufacturer’s protocol with minor adjustments. In brief, 1 μg of total RNA was used to enrich for polyadenylated RNA fraction. Obtained RNA was fragmented for 8 min in 94 °C to target final library size around 310 bp followed by first and second strand cDNA synthesis. To enrich for adaptor-ligated molecules samples were pre-amplified with 4 cycles and left aside on ice. In order to determine an optimal number of PCR cycles and limit the possibility of generating PCR duplicates and artifacts, a subsequent qPCR reaction on previously pre-amplified samples was performed. Final libraries were validated in terms of quality and quantity by Quantus fluorometer (Promega) and Tapestation 2020 High Sensitivity D1000 assay (Agilent Technologies). Pair-end sequencing (2 × 100 bp) was performed on Illumina NovaSeq 6000 using NovaSeq 6000 S1 Reagent Kit v 1.5 (200 cycles) (Illumina) to target a depth of 25 million reads per sample. Sequencing data were demultiplexed, and preprocessed with a Snakemake pipeline. Reads were subjected to quality-control using fastp^71^. At the 5′- and 3′-ends, 15 and 3 nucleotides were removed respectively based on atypical base composition according to fastqc/multiqc^72^. The truncated reads were then aligned to the zebrafish genome assembly GRCz11 using STAR v2.7.7a^67^, paired (option fixmate), sorted, and (again) deduplicated (option markdup -r) using samtools^68^. Based on the zebrafish genome annotation (z11.105). the reads were then translated to feature counts using HTSeq (option -s reverse)^69^. From the feature counts onwards, analysis was done in R using custom scripts. Differential expression analysis was carried out in DESeq2^70^. Significantly overexpressed and underexpressed genes (−2 > log2FC > 2; padj < 0.05) were annotated using bioMart^73^, and subjected to GO analysis using clusterProfiler^74^. The analysis is available under https://github.com/mbochtler/zebrafish_ADAR/7dpf/analysis_overexpression.

### RNA editing discovery

Putative RNA editing sites based on DNA- and RNA-seq input were detected using REDiscover (https://github.com/lpryszcz/REDiscover). The script automatically eliminates low quality and duplicate reads. It utilizes samtools mpileup to generate a text file from input bam files. Options -q 15 -Q 20, were used, i.e., a minimal mapping quality of 15 and a minimal base call quality of 20 were required. Sites that were not homozygous between female and male samples were excluded from the analysis. Alternative alleles were only called when they were present in at least 20% of RNA reads. For simplicity, sites with more than one alternative allele were excluded from the analysis. Between 57,605 and 150,495 putative edited sites were detected per sample (Supplementary Data 1). These sites were then filtered in a post-processing step that required a minimum coverage of 10 reads in both the DNA-Seq and RNA-Seq data.

For the 7dpf samples, the A > I editing discovery pipeline had to be modified, due to the lack of reference DNA sequencing, and the use of fish from a different genetic background. Extensive SNP data for zebrafish are available only for Zv9 (https://snpfisher.nichd.nih.gov/snpfisher/tracks.html)^75^. Hence, editing discovery for the 7dpf samples was done with reference to Zv9. After primer removal and quality control as for read quantification, reads were mapped using STAR^67^, and analyzed using REDiscover. Next, all sites with SNPs in the FLI, TL, and WK backgrounds were excluded, and a proximity filter was applied. The filter exploits the occurrence of editing sites in clusters. Edits of any chemical type were only accepted when at least 4 of neighboring 9 edits were of the same type. After this filtering step, calls for edits other than A > G (in DNA, corresponding to A > I in RNA), C > T (in DNA, corresponding to C > U in RNA), and unexplained G > A edits were reduced to a few percent at most (Supplementary Fig. 6A). The full analysis is available under https://github.com/mbochtler/zebrafish_ADAR/7dpf/analysis_A_to_I_editing.

### Whole-mount in situ hybridization

Whole-mount in situ hybridization was performed on 24 hpf wild-type, *adar* morpholino-injected and *adar* mRNA-injected embryos. Results were obtained from at least three different experiments on embryos from random pairs. Dechorionated embryos were fixed in 4% PFA for 2 h at room temperature, washed in PBS/Tween (PBT) and then sequentially dehydrated in methanol. After 100% methanol overnight incubation at −20 °C, the embryos were rehydrated in serial methanol dilutions, washed in PBT, digested with 10 µg/mL Proteinase K (Roche) for 5 min and refixed in 4% PFA for 20 min at room temperature. Then, they were washed in PBT and incubated in hybridization buffer (Hyb; 5× SSC, 50 µg/ml heparin, 0.1% Tween 20, 500 µg/mL tRNA, 50% formamide) in a water bath at 68 °C. After 4 h, the embryos were incubated in hybridization buffer containing 1 µg/mL DIG-labeled RNA probe overnight at 68 °C. Thereafter we performed several post hybridization washes: serial Hyb/2x SSC dilutions for 10 min each at 68 °C, 2 × 10 min 2× SSC at 68 °C, 2 × 15 min 0.2× SSC at 70 °C and serial 0.2× SSC/PBT dilutions at room temperature. The embryos were incubated in blocking solution (2 mg/mL BSA, 2% sheep serum and 1× PBT) at room temperature for 3–4 h, after which they were incubated in anti-DIG antibody (Roche, 1:5000) in the dark at 4 °C overnight. They were washed several times in PBT and incubated in alkaline phosphatase buffer (NTMT; 0.1 M Tris-HCl pH 9.5, 50 mM MgCl_2_, 0.1 M NaCl, 0.1% Tween 20) 3 times for 5 min each. We then stained the embryos by incubating them with NBT/BCIP solution (Roche) at room temperature. When the desired staining intensity was reached, the reaction was stopped by washing the embryos in PBT and fixing them in 4% PFA. Pictures were taken using Nikon SMZ25 stereomicroscope.

The *adar*, *adarb1a*, *adarb1b*, *gsc*, *foxa2*, *shhb*, and *tbxta* clones were amplified from a cDNA template using specific primers containing a T7 promoter sequence overhang at the reverse primer (Supplementary Data 9), and the corresponding riboprobe was synthesized using the DIG-RNA labeling kit (Roche) according to the manufacturer’s instructions. Clones for *pax6* and *tbx2b* were a kind gift from Vladimir Korzh.

### CRISPR/Cas9-mediated *adar* knockout in zebrafish

sgRNAs targeting the *adar* gene were designed using the CCTop on-line tool^76^. Three potential sequences were chosen based on their vicinity to the start codon as well as lack of predicted off-target exonic sites. Each sgRNA was tested by co-injecting it with Cas9 mRNA into 1-cell stage embryos. At 24 hpf genomic DNA was extracted from single embryos using the HOTSHOT method^77^. Genomic DNA was then used as a template for HRM analysis using sets of primers specific to the targeted region of the gene. DNA from single uninjected embryos was used as negative control. Based on the highest percentage of edited embryos, sgRNA_3 (5′-GAGCTGGGGCTTGGGACACG-3′) was deemed the most efficient and used for subsequent knockout line generation. In order to establish the mutant line, embryos of wild-type (AB) line fish at 1-cell stage were injected with 40 pg sgRNA_3 and 400 pg Cas9 mRNA each. The embryos were then raised to adulthood and outcrossed with wild-type AB fish. DNA from embryos resulting from this spawning was extracted and analyzed using the HRM approach as described before to screen for germline transmission^78^. Outcross of edit-carrying F0 individuals with wild type resulted in 25% of heterozygotes (F1). Offspring of incrossed F1 heterozygotes were raised to 3 months post fertilization and subsequently genotyped to identify mutant homozygotes (*adar*−/−). Oligonucleotides used for genotyping are as follows: forward 5′-CTTTCAGAAAGGGACAGCCTCAG-3′ and reverse 5′-GCGGAGAGCTGCCAGATAAAG-3′. Similarly, 3 dpf larvae from F2 generation were genotyped according to a published protocol^79^ and sequenced using the abovementioned pair of oligonucleotides.

### Statistics and reproducibility

No statistical method was used to predetermine sample size. Group size was based on our previous experience. Most of the experiments were repeated at least twice. The exact number of biological replicates used for statistical analysis is stated for each experiment. No data was excluded from the analysis. Unless otherwise stated, all sequencing experiments included biological replicates and were analyzed using the same bioinformatics pipelines, wherever possible keeping analyses parameters constant to ensure reproducibility. Statistical analysis applied for each experiment is mentioned in each corresponding methods section and figure legends. All attempts at replication were successful. RNA editing discovery was performed with a single trio of parental genomic sequencing and offspring transcriptomes at three different time points. The reliability of the initial A-to-I editing discovery is dependent on the parental genomic sequence. Therefore, sequencing was performed in a single trio of samples (male and female parental genome and offspring transcriptome) as the cost of sequencing additional sets are prohibitive. The offspring transcriptome was obtained as a result of pooling multiple embryos (20 individuals) which therefore dilutes out any biological variance. Samples were allocated to experimental groups according to their biological attributes which include developmental stage, genotype, or treatment type. These attributes defines each group clearly enough such that randomization is not necessary. Investigators were not blinded to group allocation during data collection. The analyses of compared groups were performed with the same pipelines and parameters and thus not subject to observer bias.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1-12

Reporting Summary

## Data Availability

All sequencing data generated in this study have been deposited in the GEO database under accession number GSE182714. Processed data are provided as Supplementary Data. Raw data upon which figures are constructed are provided as a Supplementary Data. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Adar-mediated A-to-I editing is required for embryonic patterning and innate immune response regulation in zebrafish
**Source:** Nat Commun. 2022 Sep 20;13:5520. doi: 10.1038/s41467-022-33260-6
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Information

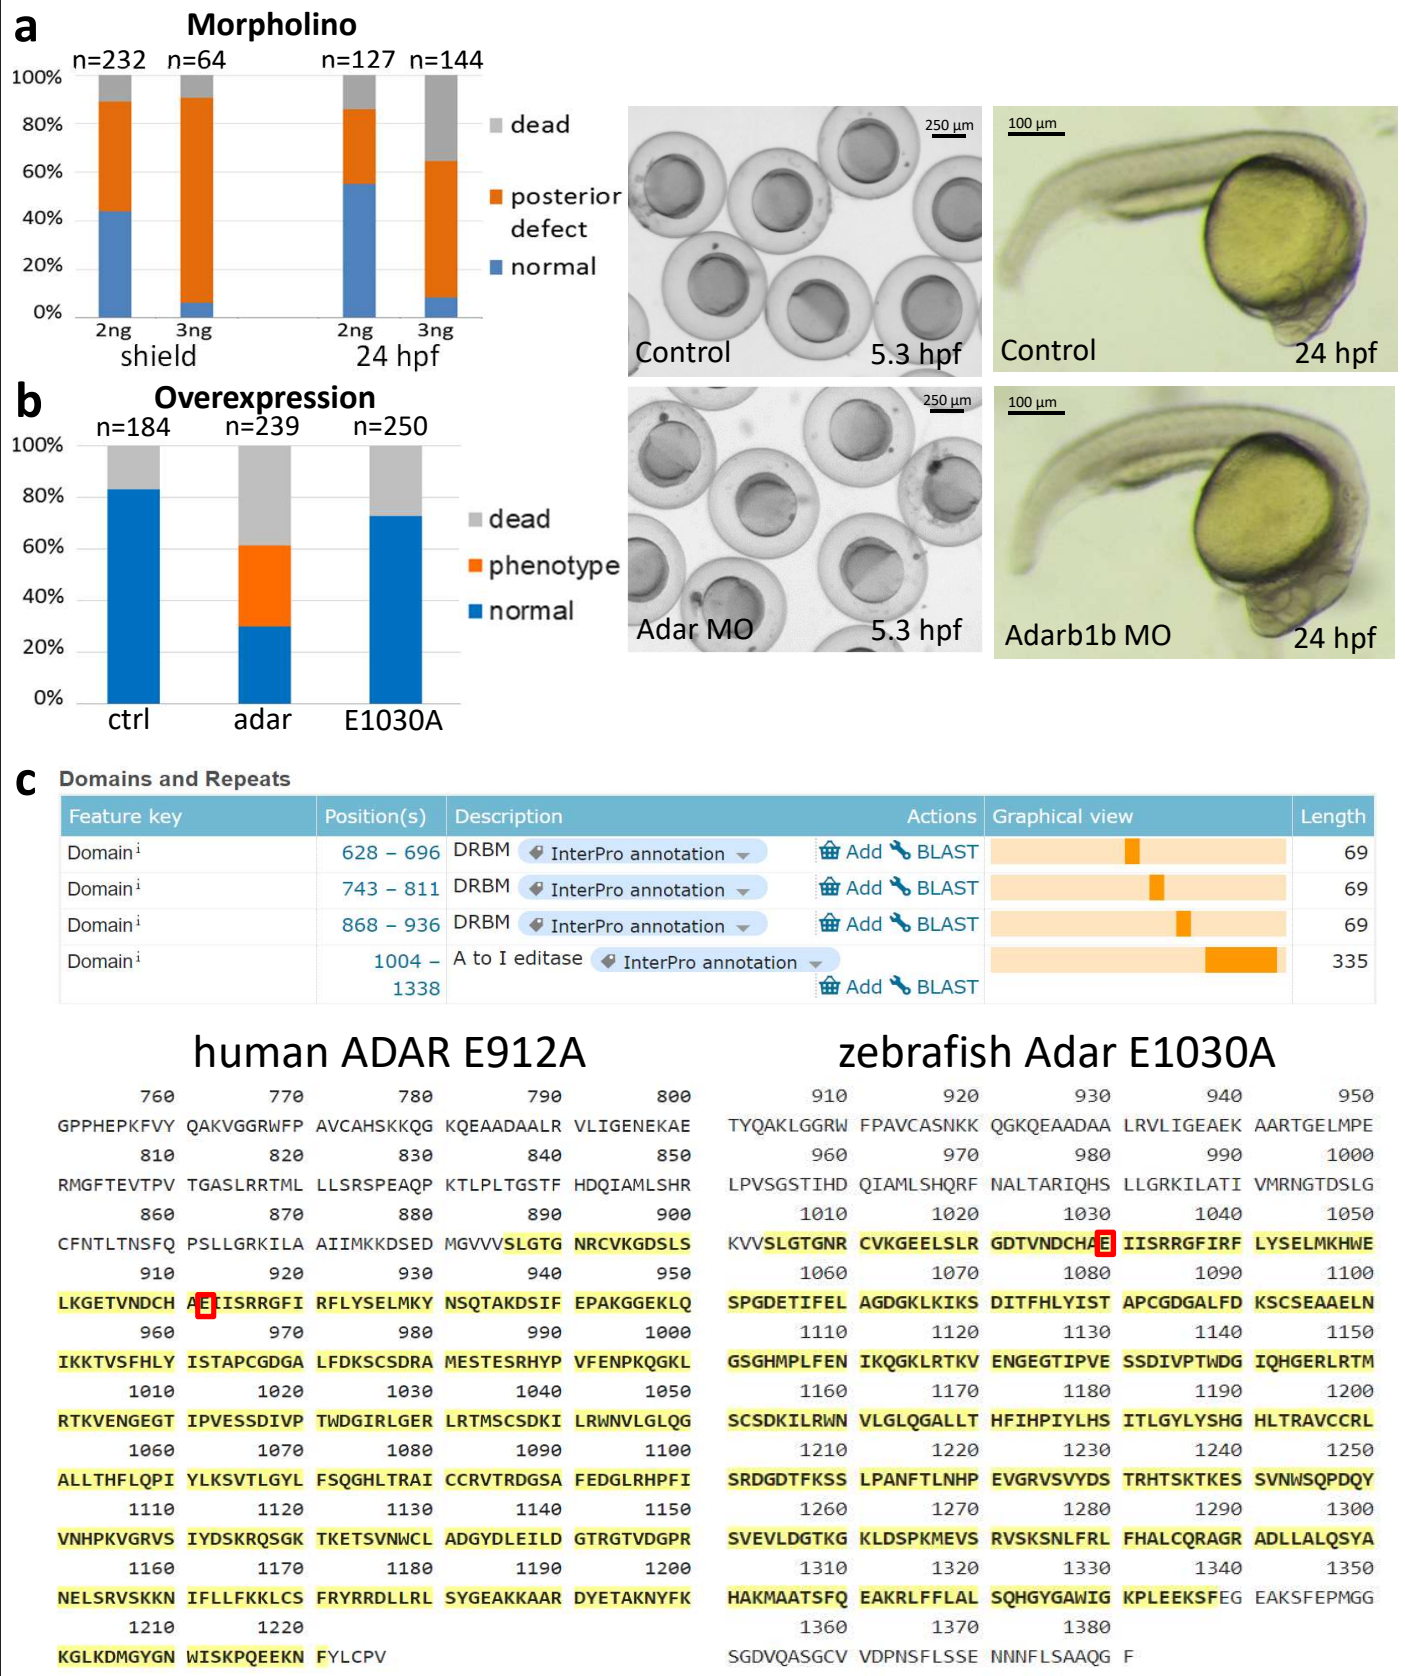

**Supplementary Figure 1. Adar and Adarb1b knockdown experiments.** (A) Dose-dependent effect of Adar MO was observed starting from 5.3 hpf, while Adarb1b MO did not cause any observable phenotype. (B) Overexpression of *adar* E1030A mRNA did not induce patterning defects observed in wild-type *adar* mRNA overexpression. Source data is provided as Source data file. The experiment was performed on embryos from four independent adult pairs with similar results. (C) Design of *adar* mutant mRNA E1030A with point mutation abolishing the activity of the deaminase domain.

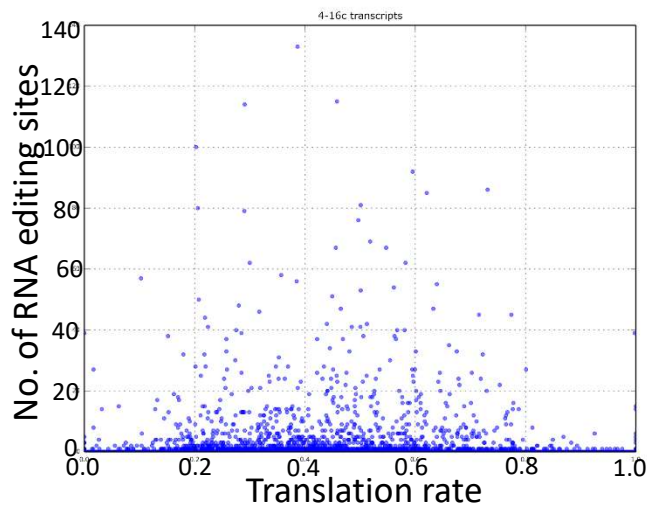

**1.5 hpf**

Pearson:  $r=0.002$   $p=0.78$

Spearman:  $r=0.016$   $p=0.04$

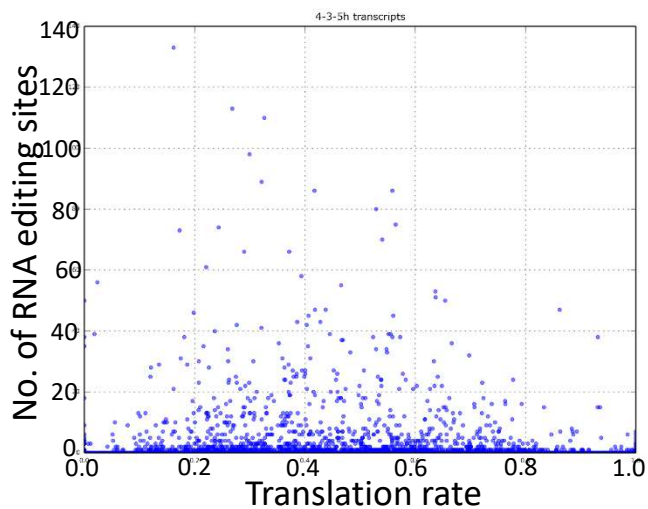

**3.5hpf**

Pearson:  $r=-0.053$   $p=3.79e-11$

Spearman:  $r=-0.077$   $p=2.36e-22$

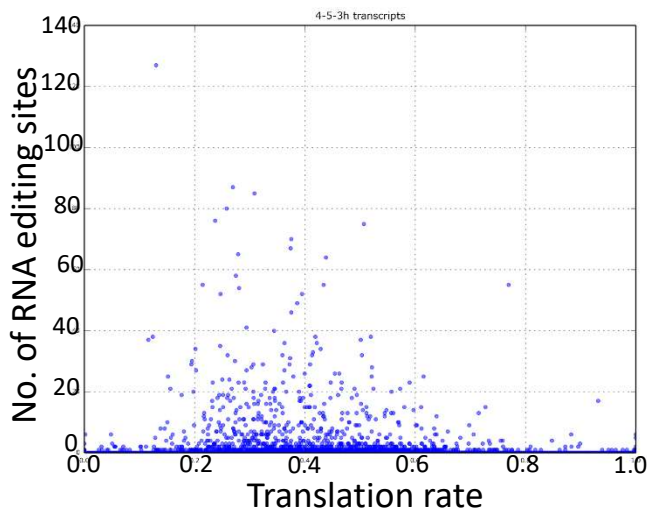

**5.3hpf**

Pearson:  $r=-0.071$   $p=3.09e-18$

Spearman:  $r=-0.105$   $p=2.68e-38$

**Supplementary Figure 2. Translation rates and number of editing sites for 1.5 hpf and 5.3 hpf transcripts.** Translation rates are expressed as ratio of polysome bound to sum of bound and unbound fractions of a given transcript [54]. Thus, translation rate of 1.0 means all expressed transcript molecules are associated with polysome, while 0.0 means none of expressed transcript molecules are associated with polysome. Source data is provided in source data file.

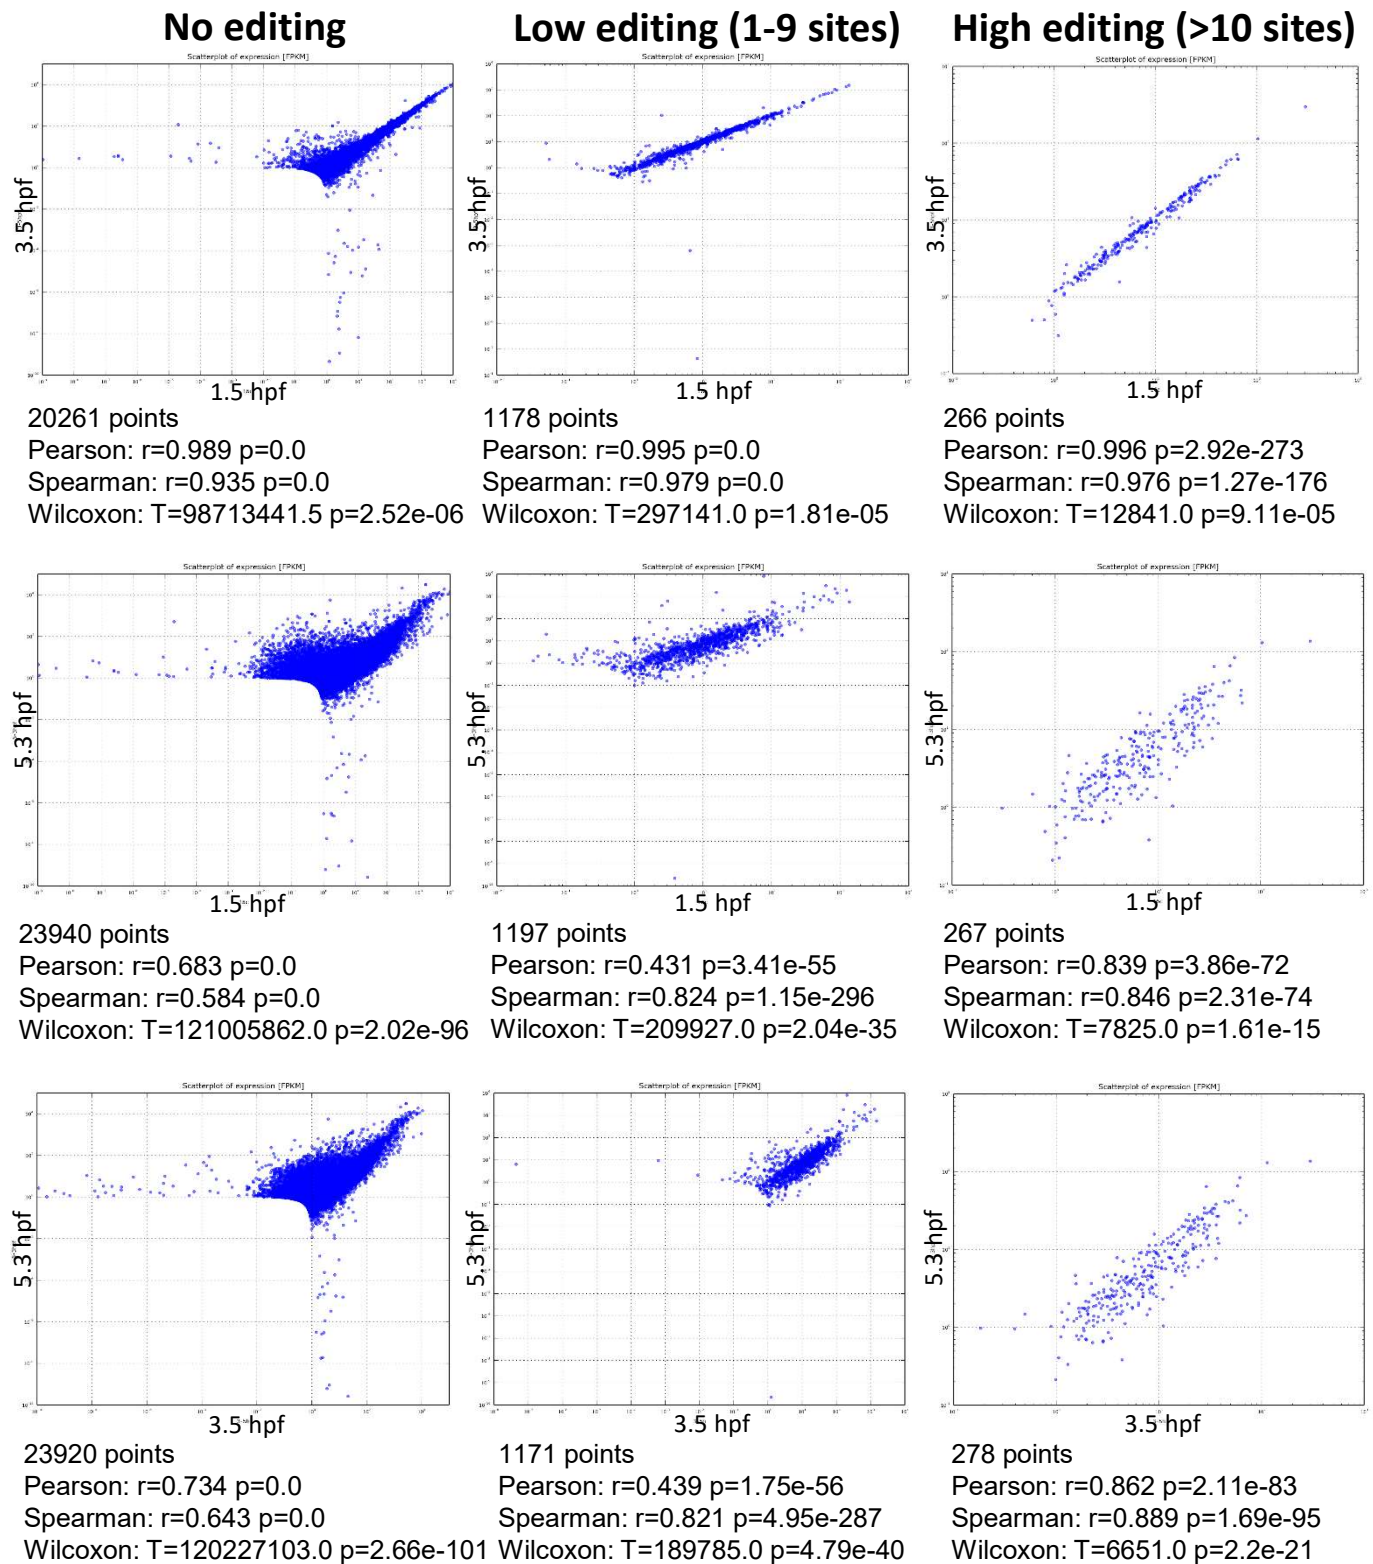

**Supplementary Figure 3. Comparison of expression levels between two developmental stages of non-edited, low-edited, and highly edited transcripts.** Two-sided statistical test was applied. Source data is provided in source data file.

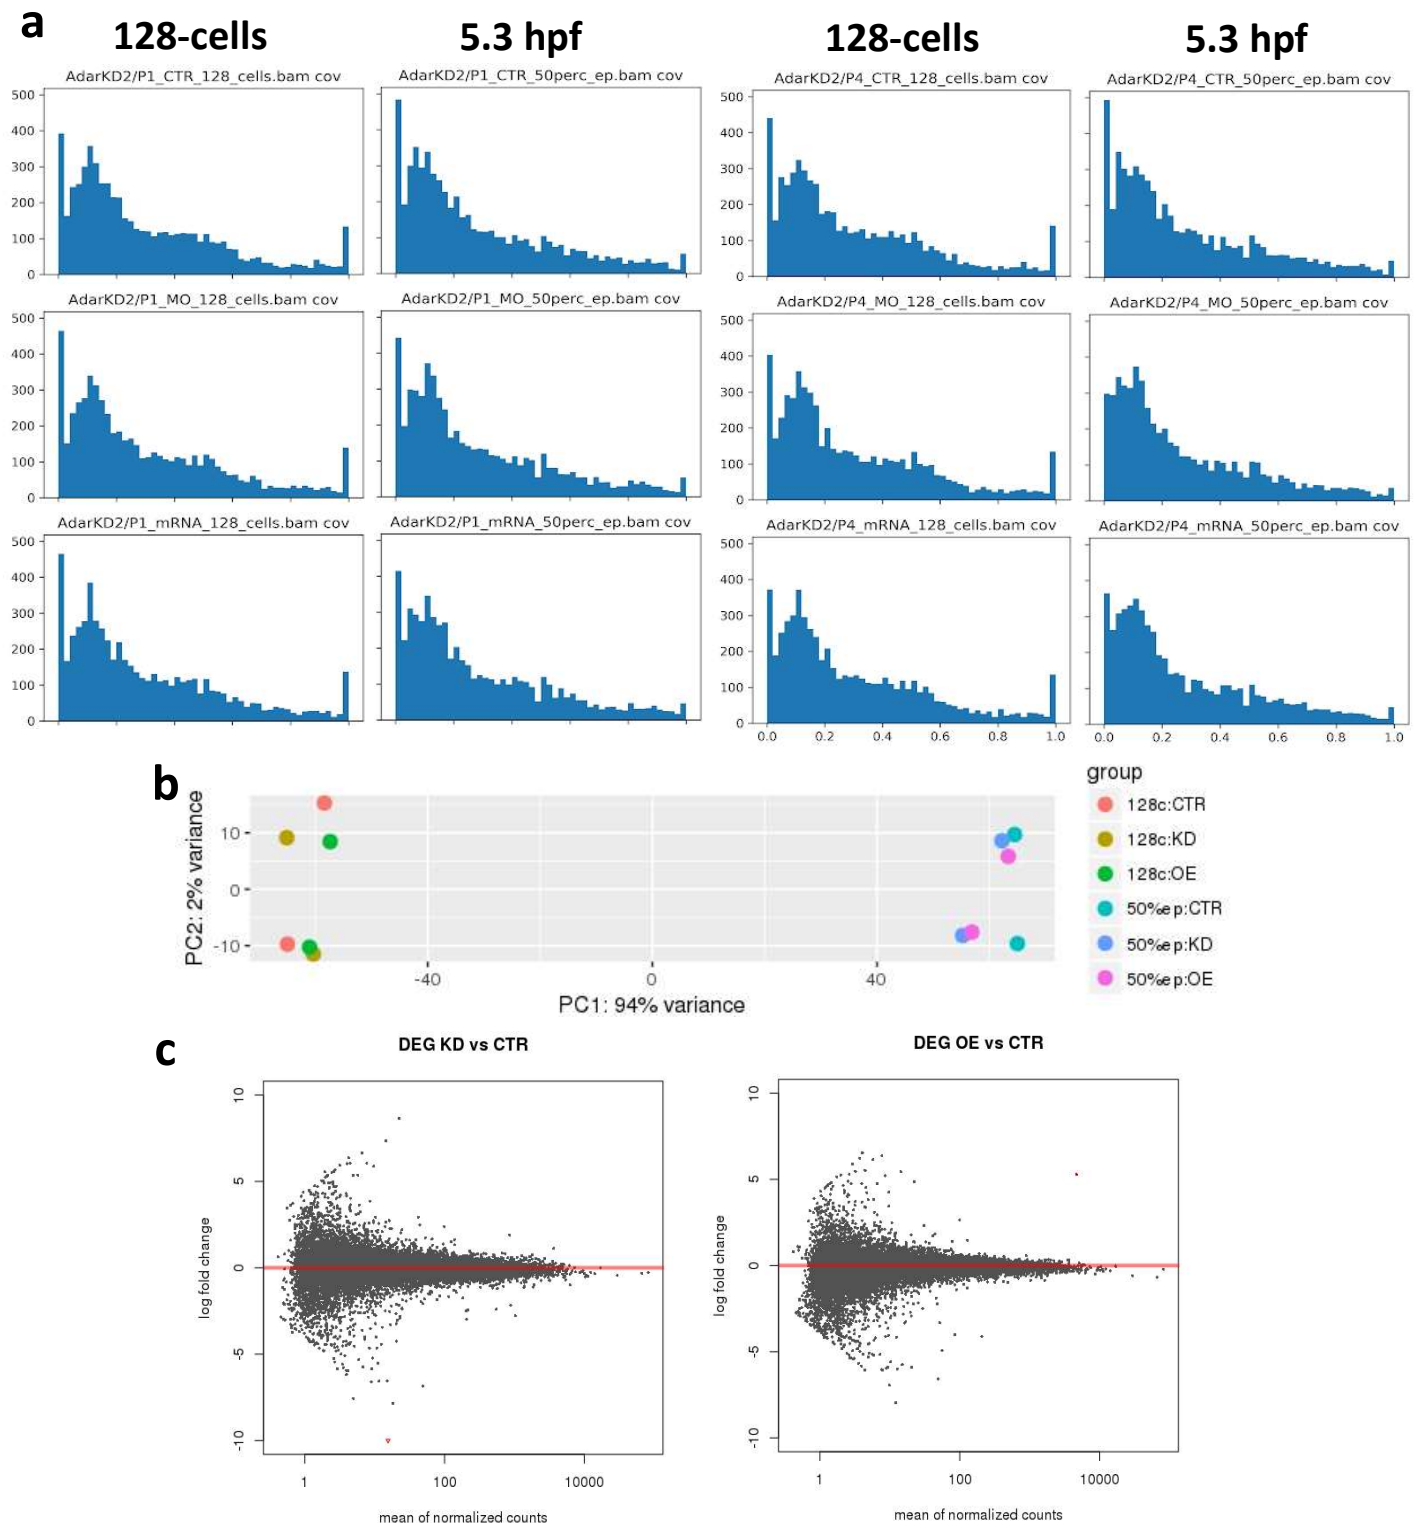

**Supplementary Figure 4. Global RNA editing and gene expression profile of Adar knockdown and overexpression.** (A) Penetrance of RNA editing expressed as number of transcripts vs. fraction of editing within a transcript species in 128-cell (left column) and 5.3 hpf (right column). (B) Principal component analysis of control, Adar knockdown and overexpression samples based on their transcriptome profile. (C) Differential expression analysis of Adar knockdown and overexpression vs. control. No genes were differentially expressed at  $p < 0.05$ . Sequencing read counts were normalized with DESeq2 standard method. Statistical significance is determined by the Wald test corrected for multiple testing using the Benjamini and Hochberg method using DESeq2. Source data is provided in source data file.

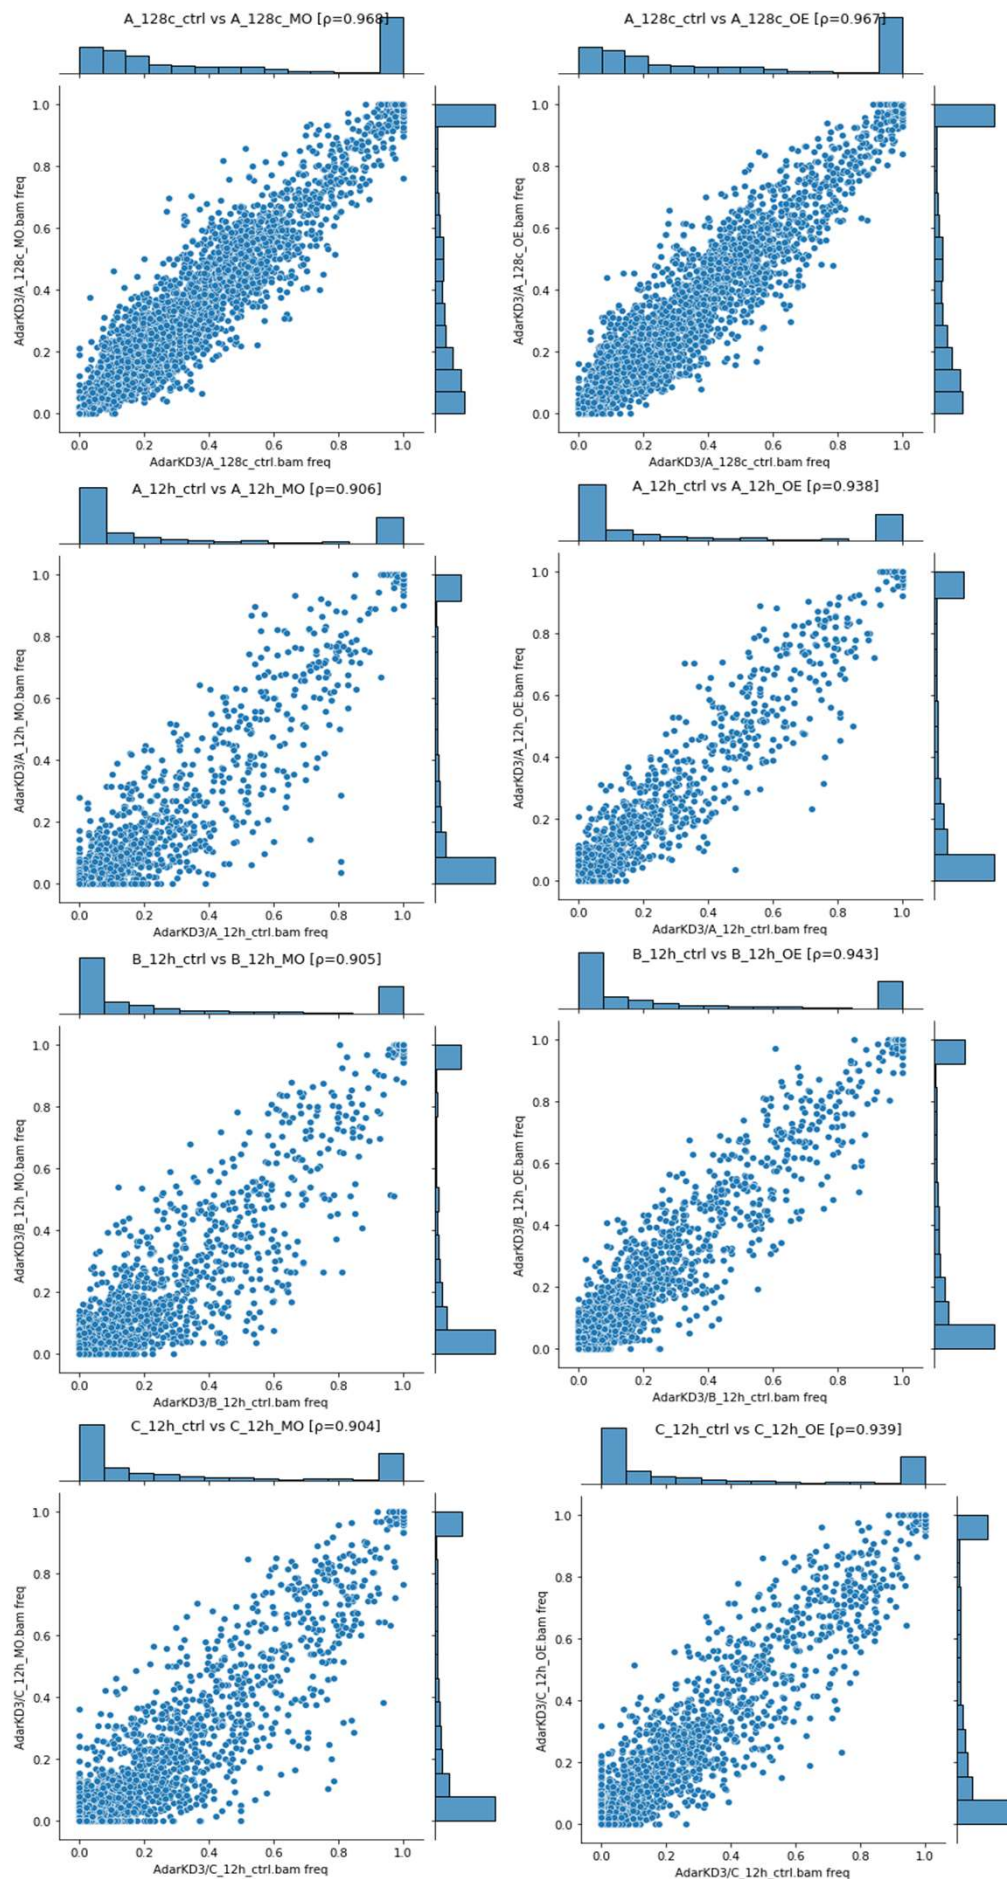

**Supplementary Figure 5. Comparison of RNA editing frequency between control and Adar KD or OE.** RNA editing frequencies for each transcript is plotted for each sample in 128-cell and 12 hpf stages. Spearman's rank correlation coefficient ( $\rho$ ) is given in every figure title. Source data is provided in source data file.

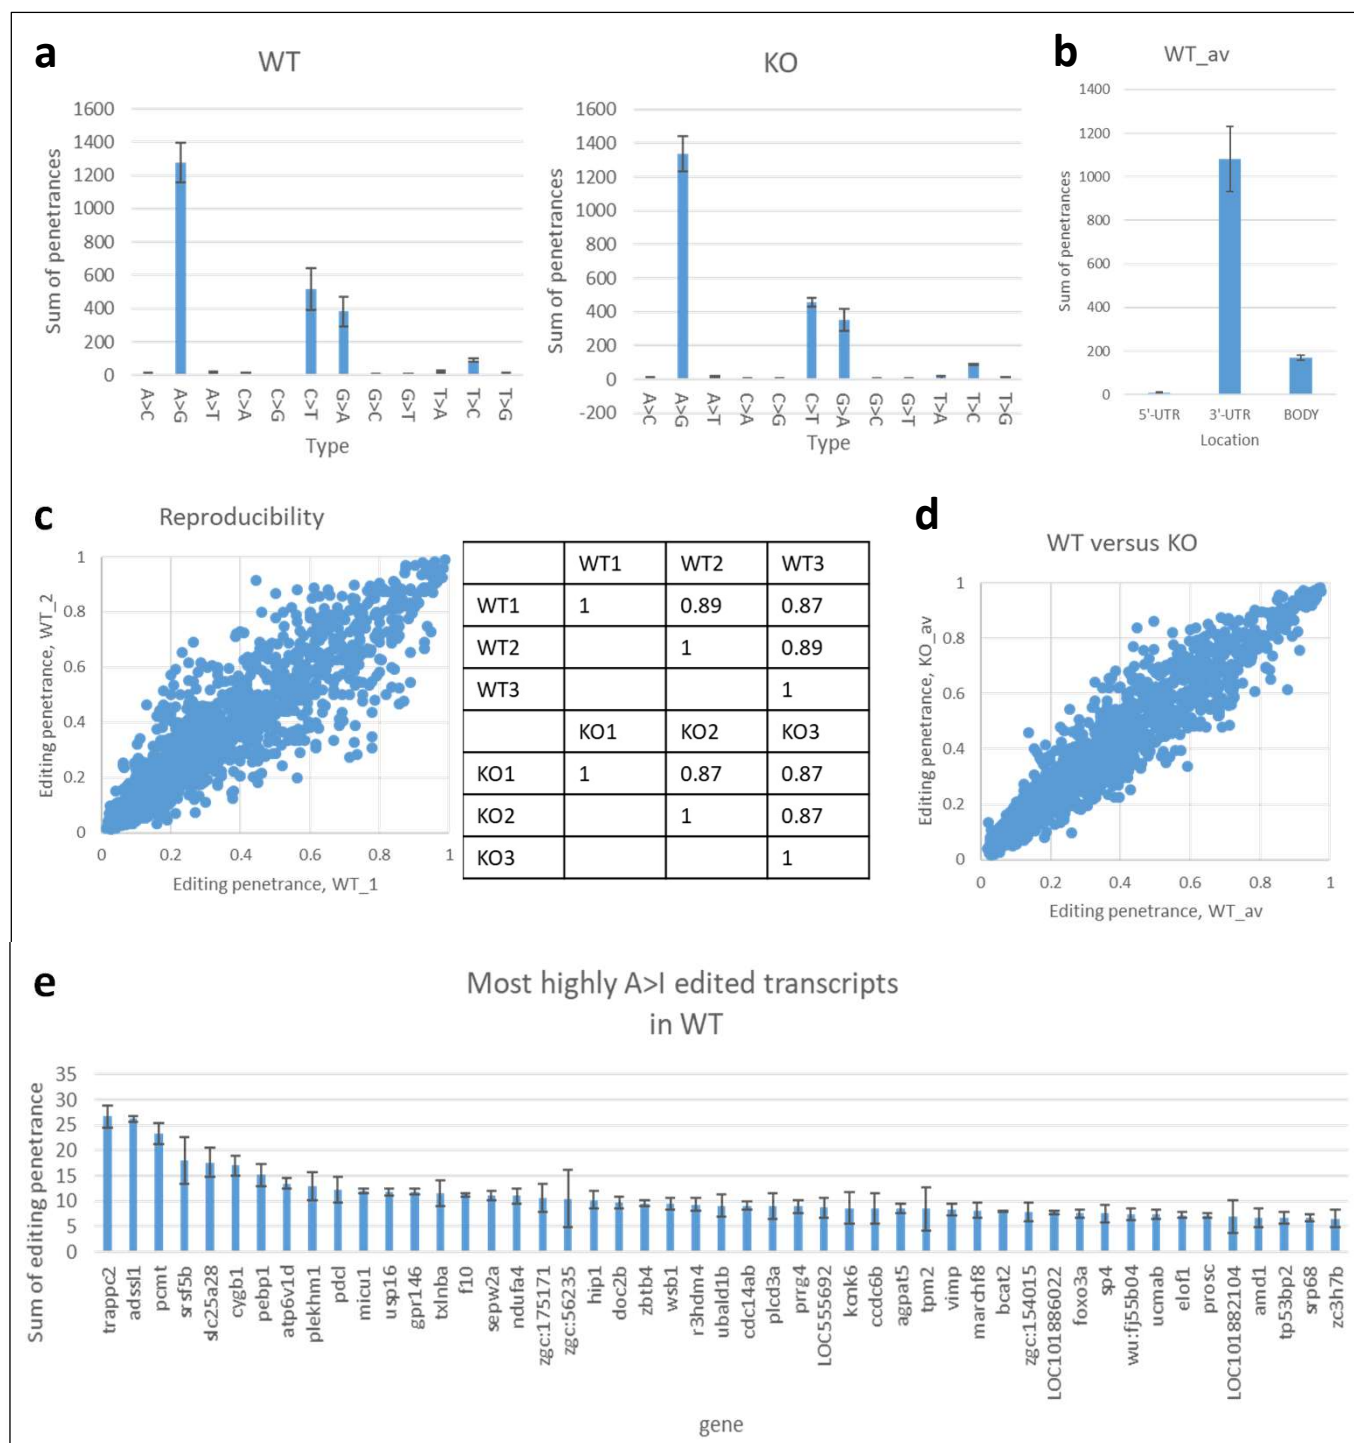

**Supplementary Figure 6. RNA editing profile at 7 dpf in wild-type and *adar*<sup>-/-</sup> mutants.** (A) types of base conversions observed in wild-type and *adar*<sup>-/-</sup> mutants (KO). Note the prevalence of A>G conversions similar to that observed during embryonic stages. (B) Distribution of editing sites along the transcript features. Similar to that observed in embryonic stages, editing events predominantly occur at the 3'-UTR of transcripts. (C) Reproducibility between samples (left) and the Pearson's correlation coefficient between samples, (D) Correlation of editing profiles (based on editing sites) between wild-type and KO ( $\rho = 0.94$ ). (E) The most highly edited genes at 7 dpf. Data (A, B, E) are presented as mean values  $\pm$  SD ( $n=3$ ). Source data: Source data file, Supplementary Data 12.

# Supplementary material for: Adar-mediated A-to-I editing is required for embryonic patterning and innate immune response regulation in zebrafish
**Source:** Nat Commun. 2022 Sep 20;13:5520. doi: 10.1038/s41467-022-33260-6
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

### **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: RNA editing statistics at 1.5 hpf, 3.5 hpf, and 5.3 hpf stages.

File Name: Supplementary Data 2

Description: RNA editing frequency in various classes of repeat elements.

File Name: Supplementary Data 3

Description: RNA editing penetrance showing the number of editing sites in a single read relative to the total editing events in a given transcript region.

File Name: Supplementary Data 4

Description: Genes containing at least 2 editing sites.

File Name: Supplementary Data 5

Description: Enriched GO terms among genes containing at least 2 editing sites. Functional enrichment analysis was performed using DAVID which employs Fisher's Exact test with Benjamini, Bonferroni corrections.

File Name: Supplementary Data 6

Description: Editing frequencies in Adar knockdown and overexpression conditions at 128-cell and 5.3 hpf stages.

File Name: Supplementary Data 7

Description: Differentially expressed genes in Adar knockdown and overexpression at 12 hpf. Statistical significance is determined by the Wald test corrected for multiple testing using the Benjamini and Hochberg method using DESeq2.

File Name: Supplementary Data 8

Description: Enriched GO terms among differentially expressed genes at 12 hpf. Functional enrichment analysis was performed using DAVID which employs Fisher's Exact test with Benjamini, Bonferroni corrections.

File Name: Supplementary Data 9

Description: List of primers used in this study.

File Name: Supplementary Data 10

Description: Mapping statistics of sequencing data.

File Name: Supplementary Data 11

Description: Differentially expressed genes in Adar homozygous mutants at 7 dpf. Statistical significance is determined by the Wald test corrected for multiple testing using the Benjamini and Hochberg method using DESeq2.

File Name: Supplementary Data 12

Description: RNA editing statistics at 7 dpf.

# Supplementary material for: Adar-mediated A-to-I editing is required for embryonic patterning and innate immune response regulation in zebrafish
**Source:** Nat Commun. 2022 Sep 20;13:5520. doi: 10.1038/s41467-022-33260-6
**Supplement:** Supplementary file 4 — Reporting Summary

Last updated by author(s): Aug 8, 2022

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection no software was used

Data analysis

Reads were aligned to the zebrafish genome assembly GRCz10 using STAR v2.7.7a [68] and samtools v1.11 [69]. Expression quantification was performed using HTSeq v0.11.2 [70]. Differential expression was performed using DESeq2 (R v3.6.3) [71]. Multiple testing was done by applying the Benjamini-Hochberg correction as implemented in DESeq2 with adjusted p-values <0.05 called as statistically significant. For the Adar zygotic function analysis, sequencing data were demultiplexed, and preprocessed with a Snakemake pipeline. Reads were subjected to quality-control using fastp [72]. At the 5'- and 3'-ends, 15 and 3 nucleotides were removed respectively based on atypical base composition according to fastqc/multiqc [73]. The truncated reads were then aligned to the zebrafish genome assembly GRCz11 using STAR v2.7.7a [68], paired (option fixmate), sorted, and (again) deduplicated (option markdup -r) using samtools [69]. Based on the zebrafish genome annotation (z11.105), the reads were then translated to feature counts using HTSeq (option -s reverse) [70]. From the feature counts onwards, analysis was done in R using custom scripts. Differential expression analysis was carried out in DESeq2 [71]. Significantly overexpressed and underexpressed genes ( $-2 > \log_2FC > 2$ ;  $padj < 0.05$ ) were annotated using bioMart [74], and subjected to GO analysis using clusterProfiler [75]. The analysis is available under [https://github.com/mbochtler/zebrafish\\_ADAR/7dpf/analysis\\_overexpression](https://github.com/mbochtler/zebrafish_ADAR/7dpf/analysis_overexpression). Putative RNA editing sites based on DNA- and RNA-seq input were detected using REDiscover (<https://github.com/lpryszcz/REDiscover>). The script automatically eliminates low quality and duplicate reads. It utilizes samtools mpileup to generate a text file from input bam files. Options -q 15 -Q 20, were used, i.e. a minimal mapping quality of 15 and a minimal base call quality of 20 were required.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All sequencing data have been deposited in the GEO database under accession number GSE182714. Other public datasets used: SNP data for zebrafish Zv9 (<https://snpfisher.nichd.nih.gov/snpfisher/tracks.html>), GRCz10, GRCz11.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

Reporting on sex and gender

Population characteristics

Recruitment

Ethics oversight

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No statistical method was used to predetermine sample size. Group size was based on our previous experience. RNA editing discovery was performed with a single trio of parental genomic sequencing and offspring transcriptomes at three different time points. The reliability of the initial A-to-I editing discovery is dependent on the parental genomic sequence. Therefore, sequencing was performed in a single trio of samples (male and female parental genome and offspring transcriptome) as the cost of sequencing additional sets are prohibitive. The offspring transcriptome was obtained as a result of pooling 20 individuals which therefore dilutes out any biological variance. To assess the effect of Adar KD and OE, two replicates of 20 pooled embryos from the first two time points and were isolated for RNA extraction. Three replicates for the 12 hpf time point analysis were collected in a second round of experiments, from offspring of a separate mating pair. Analysis of adar zygotic function were performed at 7 dpf from three replicates of 3 individuals each. The number of replicates were sufficient to allow correlation analysis and/or statistical testing. High correlation between replicates were obtained in all cases which supported the soundness of our observations. Whole-mount in situ hybridization was performed on 24 hpf wild-type, adar morpholino-injected and adar mRNA-injected embryos. Results were obtained from at least 3 different experiments on embryos from random pairs. Genetic compensation analysis was performed on 5 individuals from each WT and adar homozygous mutant groups. |
| Data exclusions | No data was excluded from the analysis                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
| Replication     | Unless otherwise stated, all experiments included biological replicates and were analyzed using the same bioinformatics pipelines, wherever possible keeping analyses parameters constant to ensure reproducibility. All attempts at replication were successful. RNA editing discovery was performed with a single trio of parental genomic sequencing and offspring transcriptomes at three different time points. The reliability of the initial A-to-I editing discovery is dependent on the parental genomic sequence. Therefore, sequencing was performed in a single trio of samples (male and female parental genome and offspring transcriptome) as the cost of sequencing additional sets are prohibitive. The offspring transcriptome was obtained as a result of pooling multiple embryos (20 individuals) which therefore dilutes out any biological variance.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
| Randomization   | Samples were allocated to experimental groups according to their biological attributes which include developmental stage, genotype, or treatment type. These attributes defines each group clearly enough such that randomization is not necessary. Moreover, randomization is not relevant as the analyses of compared groups were performed with the same pipelines and parameters and thus not subject to observer bias.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
| Blinding        | Investigators were not blinded to group allocation during data collection. Blinding is not relevant as the analyses of compared groups were                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |

Blinding

performed with the same pipelines and parameters and thus not subject to observer bias.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

Antibodies used

anti-DIG-AP antibody (Roche Cat. No. 11093274910), lot number: 14608125

Validation

This antibody is commonly used for whole mount in situ hybridization and has been reported in multiple publications as summarized in the manufacturer's website ([https://www.sigmaaldrich.com/PL/pl/product/roche/11093274910?gclid=CjwKCAjwlqOXBhBqEiwA-hhitJyxmn1PjbtQ9bBmz6bt1X2p6T05Yspsyg2E-STigdAsRX\\_dqrURoCtd4QAvD\\_BwE](https://www.sigmaaldrich.com/PL/pl/product/roche/11093274910?gclid=CjwKCAjwlqOXBhBqEiwA-hhitJyxmn1PjbtQ9bBmz6bt1X2p6T05Yspsyg2E-STigdAsRX_dqrURoCtd4QAvD_BwE)).

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals

Zebrafish adar mutant line (on the background of AB strain wild-type) was maintained and propagated as heterozygous carriers which are viable and exhibit no phenotype. adar<sup>-/-</sup> homozygous individuals were obtained from incross of heterozygous carriers and were harvested for RNA isolation at 7 dpf. All other experiments were performed in embryos up to 5 dpf which do not fall into the regulatory frameworks of animal experimentation according to EU Directive 2010/63/EU on the protection of animals used for scientific purposes.

Wild animals

the study did not involve wild animals.

Reporting on sex

sex was not considered as the analyses were done in a pool of embryos. In addition, zebrafish has not developed any sexual characteristics nor reached sexual maturity by the latest time analyses were performed.

Field-collected samples

the study did not involve samples collected from the field.

Ethics oversight

The study follows the guidelines on animal experimentation according to the EU Directive 2010/63/EU on the protection of animals used for scientific purposes.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

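Mismatch sites between parental DNA and offspring RNA were measured at 1.5 hpf, 3.5 hpf and 5.3 hpf in 1 library each. Gene expression was compared between control, Adar KD and Adar OE embryos at 12 hpf and between adar mutants and wild-type siblings at 7 dpf, with 3 libraries in each group. Of the 32 samples described for the study, the control, KD and OE libraries of earlier stages were not analysed here.

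The authors found mismatch sites with REDiscover on reads aligned to GRCz10 and gave the fraction of RNA reads with the changed base, without coverage. For 12 hpf and 7 dpf the authors counted reads on genes with HTSeq and compared groups with DESeq2, which gave the values used here, with mean normalized counts and Wald statistics as scores, log2 fold changes with standard errors, and each p-value with its adjusted value, as deposited. A mean normalized count is a score from the authors' size factors over the libraries of a comparison. Counts of single libraries were not used here, so the depth of each library is unknown at 12 hpf and 7 dpf, models of counts could not be fitted, and the precision of a gene is that of the standard error of the authors' model.

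The analysis used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. Shares of sites were given with 95% Wilson intervals and compared with 2-sided Fisher's exact tests. Clustered sites had another site of the same change within 100 bp, with 50 bp and 500 bp as alternatives. The interval of a median frequency came from 500 bootstrap resamples. The paper's proximity filter was applied to 9 neighbouring sites with at least 4 of the same change. Genes were counted with at least 2 sites in the windows of Supplementary Data 4, and with at least 5 as an alternative.

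At 12 hpf a gene was called at an adjusted p under 0.05, with 0.01, an absolute log2 fold change over 1 and new Benjamini-Hochberg adjustments as alternatives. Gene sets were tested against 10000 random sets from the same 10 deciles of mean normalized count, among genes with a count of at least 10, with 2-sided p-values adjusted over 24 tests. Genes were drawn independently and libraries were not permuted. A p-value of a set thus describes these libraries, and is too small where the genes of a set change together. Shared controls were simulated in 100 draws from the standard errors. The expression trend was the median log2 fold change in 40 bins of expression, interpolated between bins, and p-values after its removal came from the deviation over the standard error. At 7 dpf the 95% limits came from the standard error and the normal distribution. The lower genes were placed on chromosomes by their symbol in a RefSeq annotation of GRCz12tu, used for names and neighbourhood only.

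The functions were tested on simulated data. The first form of the trend failed its test, since it was level beyond the middle of its outermost bins, and in this test, with a straight trend over 10890 genes, 22.4% of the genes it called were unchanged ones, on average over 20 simulations. The outermost bins were then split into 10 parts each, a choice made on simulated data after results of the first form had been seen, which lowered this share to 6.68% on average and 10.2% at most, with 87.3% of the changed genes called. On the 12 hpf tables the change moved the genes called from 569 to 568 in KD, from 1328 to 1335 in OE and from 67 to 68 in both. With matched random sets, 40 of 40 shifted sets and 1 of 40 unshifted sets had a p under 0.05. Simulated unchanged groups with shared controls and equal variances had a correlation of 0.499.

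The genes named were those the paper names for an experiment, adar and its paralogs, the 3 largest rises and falls of each 12 hpf comparison and the 5 largest rises at 7 dpf among genes with a mean normalized count of at least 100, all 7 dpf genes with lower expression, and the 3 windows with the most sites at each stage. A gene was matched by symbol, and the paper's names without a match were left out. The share of sites in genomic features outside the listed windows was not analysed here.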

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

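The tests of the mismatches at every stage and of the ribosomal protein genes were chosen after the results were seen, and the test of the chromosome was set before the data were examined.

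Genes lower in adar mutants at 7 dpf stood out because of their place in the genome, which the paper does not report on. Of the 6 different names among the 7 genes, 5 were found in the RefSeq annotation of GRCz12tu and all 5 lie on chromosome 16, the chromosome of adar, which holds 3.09% of 49597 annotated genes (2-sided Fisher's exact test, p = 2.8e-08). The genes si:dkey-85k15.4, ENSDARG00000070604 and si:dkey-85k15.6 are next to each other, and 232 genes lie between si:dkey-85k15.4 and adar. Between ENSDARG00000040282 and adar lie 66 genes and between aste1a and adar 581, so the group is not confined to the nearest genes. Neighbouring genes are not independent, which makes this p too small. Of the higher genes with a match, 2.21% lie on chromosome 16. For the whole list 72.7% of the names were found, under the 80% set as the least for a test. The test of the whole list, with 8 of 141 matched names or 5.67% on chromosome 16 (2-sided Fisher's exact test, p = 0.0836), was therefore set aside. Mutants and siblings differ by design in the chromosome around adar, and a difference in alleles of linked genes, in expression or in how well reads align, may explain the lower genes without any action of Adar on them. An effect of Adar on these genes remains open, since the lists hold no sequence of the alleles.

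Mismatches other than A>G and T>C stood out because 2140 of them are listed at every stage, although the paper discusses A>G sites. Of these, 20.7% had a frequency of 100% at 1.5 hpf (95% Wilson interval 19.0% to 22.5%), against 3.47% of the A>G sites listed at every stage (interval 3.11% to 3.86%). A difference in the genome of the parents that the filter left in would give such sites, and the higher share is consistent with it for a part of them. Errors of alignment at repeats or paralogs could also recur at each stage and were not tested, and no biological explanation was tested.

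Ribosomal protein genes stood out as a group that the paper's text on 12 hpf does not name, although terms for ribosome assembly are listed in its Supplementary Data 8. In KD the median log2 fold change of 84 genes was -1.36, against -0.46 to -0.16 for the middle 95% of random sets matched on expression (permutation p = 0.0002, the smallest that 10000 sets can give), and 60 genes were called lower and 0 higher. In OE the median of 87 genes was -1.39, also under its random sets, which lay from -0.80 to -0.49. Between OE and KD the median was -0.05. Matching on expression argues against the expression trend as the whole cause. A lower expression in both injected groups is consistent with an effect of injection or of a delay in stage, as well as with an effect of a changed Adar level in either direction. Both comparisons use the same 3 control libraries, so a high level of these genes in the controls alone would give the same values and also stays open. Uninjected controls leave these open, since no group was injected with a control.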

How the results depend on the processing

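Alternatives were chosen before the data were examined, except the removal of the expression trend, the proximity filter and the counts of other changes alone, which were chosen after the values were seen. Where no cause is given, the cause was not tested.

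Without sites at a frequency of 1, the A>G share was 79.7% at 1.5 hpf, 78.8% at 3.5 hpf and 68.1% at 5.3 hpf, the median frequency was 36.4%, 36.4% and 35.0%, and the clustered share was 90.7% at 3.5 hpf and 84.5% at 5.3 hpf. With a frequency of at least 0.3 the A>G share was 78.4%, 78.3% and 68.6%, and the counts of sites were 27293 in all, 7403 at every stage and 6531 at 5.3 hpf alone, since fewer sites pass. Among sites with a neighbour within 100 bp the A>G share was 93.4%, 93.2% and 89.8%, and with the proximity filter it was 98.2%, 98.6% and 96.7%. The share was lower at 5.3 hpf than at 1.5 hpf under each of these alternatives. With A>G sites alone 5806 sites were listed at 5.3 hpf alone. The other changes gave 13853 sites in all, 2140 at every stage and 5715 at 5.3 hpf alone. For sites listed at every stage the median frequency was 46.2%, 46.7% and 43.1%. Within 50 bp, 87.7%, 87.5% and 80.9% of A>G sites were clustered, and within 500 bp 93.3%, 93.2% and 87.2%. With at least 5 sites, 356 genes were counted at 5.3 hpf.

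With an adjusted p under 0.01, a stricter threshold, 428 genes were called in KD, 2227 in OE, 702 between OE and KD and 153 in both KD and OE. With the adjustment over genes with a mean normalized count of at least 10, which leaves out low genes, 3148 genes were called in OE. With the adjustment over all genes with a p-value 255 genes were called in both. After the removal of the expression trend there were 1335 genes in OE and 68 in both, and the correlation of KD and OE was 0.450. The correlation was 0.273 for genes with a count of at least 100 and 0.735 for all genes with a p-value. Of 24 set tests 12 had an adjusted p under 0.05, and with a count of at least 100 there were 6, where fewer genes and sets could be tested. The genes with edited 3'-UTRs in KD, with a median of -0.0332 that was inside the random sets, had -0.43 for a count of at least 100. That value was also inside its random sets, from -0.59 to -0.18 (adjusted p = 0.676). The ribosomal protein genes between OE and KD, at -0.0515, lay above the median of random sets matched on expression (adjusted p = 0.0868) and below the median of random sets without matching (adjusted p = 0.543). With a count of at least 100 they had -0.0230, above random sets from -0.67 to -0.13 (adjusted p = 0.0137). For adarb2 between OE and KD the log2 fold change was -0.0607 after the removal of the trend.

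Of 85 results for named genes at 12 hpf, 35 were weaker under at least 1 alternative set beforehand and 33 after the removal of the trend, and 1 reversed. Among set tests 4 were weaker, 3 stronger and 2 reversed. At 7 dpf 130 genes remained where the 95% limit had to be beyond 2, and 7 of 30 results for named genes were weaker under at least 1 alternative. The lower genes at 7 dpf with a match were 100% on the chromosome of adar.

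No paired analysis was possible because the values of single libraries were not used here. For the same reason other normalizations, leaving out each library and other splits of the samples were not run. The share of sites in genomic features was not run. The coverage of editing sites is unknown, so an absent site is not evidence of absent editing.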

Differences from the paper's values

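The paper gives 9, 9 and 10 genes edited in both the 3'-UTR and the coding sequence at 1.5 hpf, 3.5 hpf and 5.3 hpf, and the genes whose names are in both lists of Supplementary Data 4 number 4, 3 and 3. The gene fgfr1a is in none of the coding lists. A summary in Supplementary Data 4 does list genes, fgfr1a among them, whose names are in no coding list. In the coding intervals of Supplementary Data 4 the paper gives 41, 57 and 49 sites in 15, 20 and 20 genes, and 15, 15 and 17 A>G or T>C sites were found, or 31, 31 and 32 sites of every change, counts made after the difference was seen. No alternative was set for this count before the data were examined.

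The paper names wnt11f2 among the genes lower in Adar KD. In the authors' deposited table its log2 fold change is 0.29 (adjusted p = 0.794), while the gene that the paper's Supplementary Data 7 names wnt11 (ENSDARG00000014796) has -4.17 (adjusted p = 0.00238). In the RefSeq annotation of GRCz12tu wnt11 is a synonym of wnt11f2 and also the symbol of another gene, so the paper's name can mean either. The gene wnt11 was looked up after the value of wnt11f2 was seen.

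The paper names several hox genes among those lower in both Adar KD and Adar OE. In the authors' deposited table 1 hox gene, hoxc3a, was called lower in both.

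The paper's count of genes between OE and KD is 1218, and 1453 genes were called. The paper's counts of genes in both KD and OE and of those lower in both are 383 and 283, and 419 and 308 genes were called. Among genes whose symbol holds no point or comma, 382 were called in both and 283 were lower in both, a setting chosen after the values were seen. With an adjusted p of at least 0.0001 in place of all genes called, also chosen after the values were seen, the count between OE and KD was 1218.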

Other observations

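The tests of early genes, of sequencing depth, of the strand of counting and of the paper's counts were chosen after the results were seen, and the other tests were set before the data were examined. For the p53 targets, the genes of the 7 dpf list and the genes with edited 3'-UTRs, a median inside the random sets had been written down beforehand as the outcome that speaks against the explanation. These outcomes are taken as undecided below, a reading adopted after the results were seen, since a median inside the random sets does not exclude a smaller effect.

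The paper lists 1218 genes between OE and KD. The 235 genes that were called and are absent from that list are all those with an adjusted p under 0.0001, with a highest value of 9.8e-05 against a lowest value of 1.0e-04 in the list. Of these genes 187 were lower and 48 higher in OE. The omission takes out the smallest p-values and not the largest, and a candidate explanation is a loss of values written with an exponent.

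Of the 419 genes called in both KD and OE, 38 are absent from the paper's groups of shared genes. All 37 called genes whose symbol holds a point or comma are among these, and 382 genes hold neither. In 1 sheet of the paper's table some symbols have a comma in place of the point, so a match by name that failed for these symbols may explain the lower count. The remaining absent gene is tenm3, for which no explanation was tested.

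In OE against control, genes with low counts were higher and genes with high counts lower. A lower depth of the controls by a factor of 10 was simulated for unchanged genes, and gave a median log2 fold change of -0.0337 for mean normalized counts from 5 to 20, where 0.93 was observed. The depth and the dispersion of the libraries are unknown and the simulated dispersion of 0.2 is a choice, so a difference in depth cannot be told apart from other causes. Reads added to genes alike whatever their expression, such as reads from DNA or from unspliced RNA, could raise genes that few cells of an embryo would be thought to use. Olfactory and taste receptor genes had a median log2 fold change of 2.65 in OE over 161 genes and of 1.45 in KD over 147 genes. Their median mean normalized count in OE was 1.57, a level at which other genes rose nearly as much, and after the removal of the expression trend their median was 0.29. The receptor genes thus repeat the trend and do not decide on its cause, and added reads cannot be told apart from other causes. A broad change of transcription in OE remains open.

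At 12 hpf the reads on no annotated feature were 31.2 times those on genes in KD and control and 33.0 times in OE and control. If genes had been counted on the wrong strand, mt-nd6, encoded on the other mitochondrial strand, could stand far above the 12 other mitochondrial protein genes. Its mean normalized count was 0.639 times their median, neither far above nor far below, so counting on the wrong strand cannot be told apart from other reasons for the low share on genes.

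In KD, the 8 p53 target genes listed in the paper's Supplementary Data 8 had a median log2 fold change of 2.88 and all 8 were called higher, but they had been seen before the test. For 7 other p53 targets the median was 0.48, above 97.2% of random sets, which missed the limit set beforehand at the upper end of the middle 95%, and the adjusted p was 0.0946. By the median Wald statistic they were above 98.4% of random sets, past that limit, with an adjusted p of 0.066. Without matching on expression they were above 94.3% of random sets (adjusted p = 0.171). A p53 response to the morpholino may be present, and for the genes that had not been seen it depends on the setting. Between OE and KD 6 of the genes that had not been seen had a median of -1.67 (adjusted p = 0.00137). In OE against control 5 of them had a median of -0.73, inside the random sets (adjusted p = 0.371). The value between OE and KD is not independent of the comparisons with control and adds no separate evidence of a rise in KD.

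Somitogenesis genes in KD had a median of -1.04 over 4 genes (adjusted p = 0.024), which is consistent with a delay in stage. By the median Wald statistic the adjusted p was 0.132, and the early zygotic and maternal genes, which a delay would raise, had a median of 0.30 over 6 genes, inside the random sets (adjusted p = 0.233). A delay in stage is thus open, and the number of genes is small.

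Genes higher in mutants at 7 dpf had a median log2 fold change of 0.45 in KD at 12 hpf over 17 genes, inside the random sets (adjusted p = 0.168), while against random sets without matching the adjusted p was 0.0329. In OE the median over 20 genes was 0.81 (adjusted p = 0.0324), and by the median Wald statistic the adjusted p was 0.0633. The outcome thus depends on the setting in both, and an early form of the response could be present or absent.

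Genes with edited 3'-UTRs had a median of -0.0332 in KD, inside the random sets (adjusted p = 0.362), -0.34 in OE (adjusted p = 0.00528) and -0.18 between OE and KD (adjusted p = 0.0018). Among genes with a mean normalized count of at least 100 neither was apart from the random sets, with -0.88 in OE (adjusted p = 0.676) and -0.46 between OE and KD (adjusted p = 0.911). Against the medians of their random sets, -0.08 in KD and -0.18 in OE, the edited genes lay above in KD and below in OE. KD was not apart from the random sets. With a count of at least 100 they lay below in KD too, at -0.43 against -0.39, and were not apart (adjusted p = 0.676). The side in KD thus depends on the setting, and opposite directions are not shown. An effect of 3'-UTR editing on transcript level stays open, and the edited genes were found at earlier stages.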
